# Spatio-molecular domains identified in the mouse subthalamic nucleus and neighboring glutamatergic and GABAergic brain structures

**DOI:** 10.1038/s42003-020-1028-8

**Published:** 2020-07-03

**Authors:** Åsa Wallén-Mackenzie, Sylvie Dumas, Maria Papathanou, Mihaela M. Martis Thiele, Bianca Vlcek, Niclas König, Åsa K. Björklund

**Keywords:** Neuroscience, Molecular neuroscience, Brain

## Abstract

The subthalamic nucleus (STN) is crucial for normal motor, limbic and associative function. STN dysregulation is correlated with several brain disorders, including Parkinsonʼs disease and obsessive compulsive disorder (OCD), for which high-frequency stimulation of the STN is increasing as therapy. However, clinical progress is hampered by poor knowledge of the anatomical–functional organization of the STN. Today, experimental mouse genetics provides outstanding capacity for functional decoding, provided selective promoters are available. Here, we implemented single-nuclei RNA sequencing (snRNASeq) of the mouse STN followed through with histological analysis of 16 candidate genes of interest. Our results demonstrate that the mouse STN is composed of at least four spatio-molecularly defined domains, each distinguished by defined sets of promoter activities. Further, molecular profiles dissociate the STN from the adjoining para-STN (PSTN) and neighboring structures of the hypothalamus, mammillary nuclei and zona incerta. Enhanced knowledge of STN´s internal organization should prove useful towards genetics-based functional decoding of this clinically relevant brain structure.

## Abstract (web summary)

Wallén-Mackenzie et al. investigate anatomical–functional organization of the subthalamic nucleus in mice, using single-nuclei RNA sequencing followed by histological analysis. They identify four domains distinguished by defined sets of promoter activities, providing a valuable resource for functional decoding of the subthalamic nucleus.

## Introduction

The subthalamic nucleus (STN) is a small excitatory brain structure of critical importance in motor, limbic and associative behavior^1^. Abnormal firing activity of STN neurons is correlated with Parkinson’s disease (PD) and obsessive compulsive disorder (OCD), while degeneration of STN neurons is observed in supranuclear palsy and Huntington disease^2–5^. Subthalamotomy was long used as treatment of PD and today, deep brain stimulation (DBS) of the STN effectively relieves symptoms of advanced stage-PD and highly treatment-resistant OCD^4,6–8^. Further, STN-DBS is currently in trial for additional neurological and psychiatric conditions^9–11^. While clearly an important clinical target, the neurobiological underpinnings of the STN have remained elusive. One reason is poor knowledge of the internal organization of the STN. According to the prevailing tripartite model, the human STN is composed of three distinct domains, each subserving different roles in behavioral regulation. This model has been supported by anatomical^1,12–14^, connectivity^15–17^ and electrophysiological^18,19^ studies in humans and non-human primates. However, the model does not fully explain the complexity of the STN in brain function, and is the focus of debates^20,21^.

Solving the structural–functional organization of the STN should prove useful for understanding how distinct STN neurons subserve different roles, and how to achieve optimal DBS-targeting for treatment of various types of symptoms while avoiding side-effects. The rodent STN is often used to advance knowledge of STN neurocircuitry. Indeed, transgenics-based methodology, including optogenetics, provides the advantage of spatial and temporal precision. The STN is a glutamatergic structure expressing the *Vesicular glutamate transporter 2* gene (*Slc17a6*/*Vglut2*)^22^. STN neurons also express the *Pitx2* gene encoding a transcription factor which is crucial for their normal development^23,24^. Pitx2/Vglut2 overlap is complete and covers the extent of the STN^22^. Both *Vglut2* and *Pitx2* promoters have been implemented recently in optogenetics and conditional transgenics analyses for physiological and behavioral studies of STN neurocircuitry in mice^22,25–27^. To now advance precision within the STN structure, molecular patterns defining putative substructures would be useful. However, as in humans, the internal organization of the mouse STN has remained elusive.

To identify gene expression patterns within the subthalamic nucleus of mice, we implemented single-nuclei RNA sequencing (snRNASeq) of the *Pitx2*-positive STN followed through with histological analysis of 16 candidate genes of interest throughout the subthalamic area. Our results now demonstrate that the mouse STN is composed of at least four molecularly defined domains. Spatio-molecular organizational maps of the mouse STN were generated. The results contribute to the anatomical understanding of the STN, and should prove useful towards genetics-based functional decoding of this clinically relevant brain structure.

## Results

### Single nuclei RNA sequencing (snRNASeq) of Pitx2-Cre-positive cells identifies six gene clusters

To address the STN at the genome-wide gene expression level, a transgenic mouse line carrying the enzyme Cre-recombinase under control of the *Pitx2*-promoter (Pitx2^Cre/+^)^24^ was crossed with the floxed mCherryTRAP reporter line (Gt(ROSA)26Sor-mCherry-Rpl10a)^28^ to generate mCherryTRAP^Pitx2-Cre^ mice in which Pitx2-Cre-positive neurons could be identified by the fluorescent mCherry reporter (Fig. 1a). Analysis of brain sections at post-natal day 28 (P28) showed strong expression of the *mCherry* reporter gene in the STN and it was also detected in the associated para-STN (PSTN) as well as in the posterior and lateral hypothalamus (PH and LH, respectively) (Fig. 1a). Accumulation of the tagged L10a protein in nucleoli allows for purification of nuclei via FACS after nuclear preparation^29^. To achieve quadruplicate samples for sorting, each of the two STN structures was dissected from four male mCherryTRAP^Pitx2-Cre^ mice at age P28 and nuclei were extracted. To maintain independent samples, extracted nuclei were not pooled but single-sorted into two 384-well plates. 

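The single-nuclei data came from dissected STN tissue of 4 male mice of the mCherryTRAP Pitx2-Cre line, in which Cre made under the *Pitx2* promoter switches on a fusion of mCherry with the ribosomal protein L10a. Nuclei freed on a sucrose gradient were sorted on mCherry fluorescence, 1 per well, into plates A and B, and spike-in RNAs (ERCC) were added to each well. Each mouse filled 191 wells, so that the 764 libraries are repeated measures of 4 animals, A1 and A2 on plate A and B1 and B2 on plate B. The mouse is the replicate (n = 4). The division of each plate between its mice was taken from Fig. 1b. Smart-seq2 copies full-length RNA without molecular barcodes or strand, so a read is not a molecule, and a gene cannot be parted from a gene that overlaps it on the opposite strand. The libraries were sequenced on a HiSeq instrument and aligned to the mouse genome (mm10, the same assembly as GRCm38) with STAR. For each gene 2 values were deposited, the uniquely aligned reads in exons and RPKM (these reads over the mappable length of the gene and the depth of the library). Nuclei kept after quality control held a median of 202836 reads in genes, with 166730.5 in A1, 180875.5 in A2, 238839.5 in B1 and 265643.5 in B2. The lowest of these nuclei held 22733 reads, and the 4 empty wells held 875 to 1785 reads. Clusters were rebuilt from the RPKM values in Seurat with the published settings, since cluster labels of single nuclei were not among the sources used. For tests between clusters, reads were summed over the nuclei of a cluster in each mouse. The sums were compared with the quasi-likelihood test of edgeR with the mouse as a block and with the threshold of the paper (Benjamini-Hochberg adjusted p below 0.01). Log2 fold changes are given with a standard error (SE) worked back from the edgeR test. It is the size of the log2 fold change over the square root of the F statistic, so it is approximate. Levels are given as CPM (the cpm values of edgeR, reads relative to the depth of a sum), and shares of nuclei with a gene (RPKM above 0) as mean ± SD over the 4 mice. Where no number of mice is given, 4 of 4 mice had the stated direction. An exact sign-flip test over 4 mice cannot reach the usual thresholds, so that differences between shares are given without a call. The clusters were built from the same nuclei, so the tests measure differences between given clusters and are not independent evidence that a cluster exists.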

Each plate contained 191 single nuclei from two mice and processed using Smart-seq2 protocol^30^ for full-length single snRNAseq analysis (Fig. 1b and Supplementary Fig. 1). 138 nuclei did not fully meet the criteria set for quality control and were excluded from further analysis (Supplementary Fig. 2a–d).

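Of the 764 sorted nuclei, 624 met each criterion that could be computed from the values, 46 failed 1 criterion and 94 failed at least 2 and were left out, which is the rule of the Reporting Summary. Fewer ERCC transcripts than the mean minus 2 SD were found in 60 nuclei, 28 of them from mouse B1 and 29 from B2, and an ERCC ratio above 0.1 in 7 nuclei. The number of genes with RPKM above 1 was not above 3000, or was above the mean plus 2 SD, in 140 nuclei (38 from A1, 33 from A2, 34 from B1 and 35 from B2). The highest correlation with another nucleus was below 0.3 in 91 nuclei, of which 2 came from A2 and 28 to 31 from each of the other mice. The share of uniquely mapped reads and the share of reads in exons, which the Reporting Summary also lists, were not computed. After these steps 670 nuclei remained, 162 from A1, 188 from A2, 160 from B1 and 160 from B2, which is 84.8%, 98.4%, 83.8% and 83.8% of the nuclei sorted from each. The kept nuclei had a median of 5344 genes with RPKM above 1.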

**Fig. 1:**
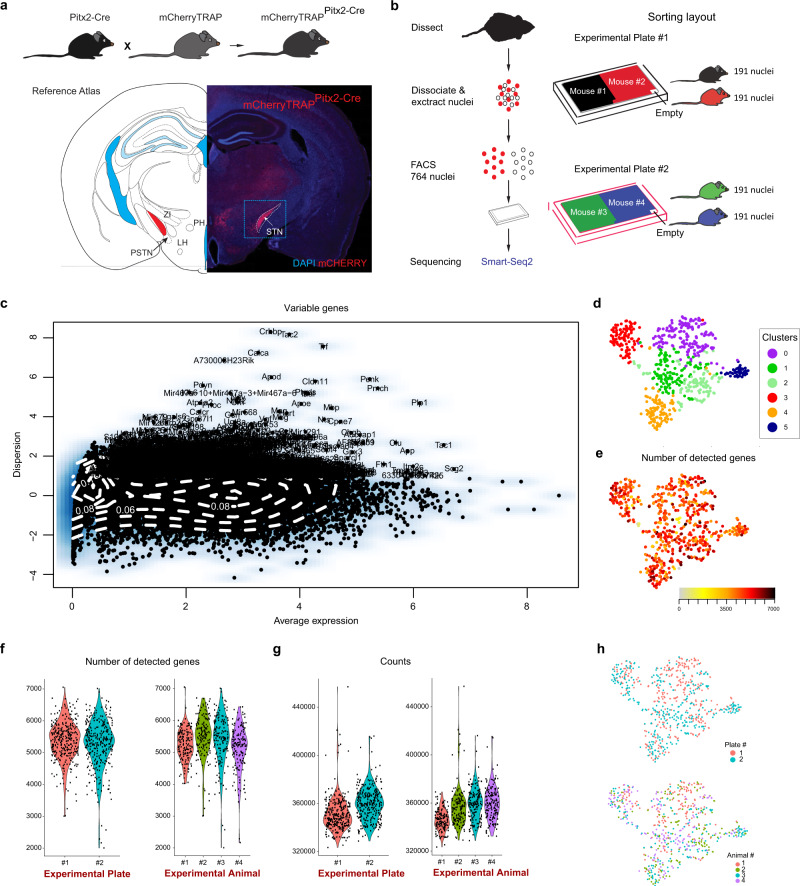
Single-nuclei RNA-sequencing (snRNASeq) of Pitx2-positive cells dissected from the subthalamic nucleus of Pitx2-Cre mice identifies six gene clusters. **a** Schematic illustration of breeding strategy of Pitx2-Cre mice and mCherryTRAP reporter mice to generate mCherryTRAP^Pitx2-Cre^ mice. mCherry-fluorescence detected in the STN of mCherryTRAP^Pitx2-Cre^ mice; gross outline of dissected region shown in square (dotted lines). Also hypothalamic neurons in vicinity show mCherry fluorescence. Reference Atlas refers to illustration modified from published atlas;^54^ red area corresponds to the STN. **b** Schematic illustration of experimental procedure from dissection to sequencing. **c** Identification of highly variable genes. The dispersion of the genes (variance/log-average expression) is plotted against the average expression (normalized log-expression, on *x*-axis). The minimum threshold to be considered highly variable was set at a dispersion of 1 on the *y*-axis. **d** t-SNE with six clusters (purple cluster0; green cluster1; light-green cluster2; red cluster3; orange cluster4 and blue cluster5). **e** Number of detected genes per nuclei (expression levels ranging from light gray (low) to black (high). **f** Violin plots showing the number of detected genes of each nuclei across the two experiment plates according to Seurat unsupervised clustering. **g** Violin plots showing the average number of transcripts across the two experiment plates. **h** tSNE-plots colored by experimental plate and by animal (biological replicate). Abbreviations: LH, Lateral hypothalamus; PSTN Parasubthalamic nucleus; PH, Posterior hypothalamus, STN: Subthalamic nucleus; ZI, Zona incerta Source data underlying these plots are shown in Supplementary Data 3.

To integrate data for grouping and identification of sources of heterogeneity, the Seurat R package was next employed^31,32^. This enabled the grouping of the remaining 630 samples into six clusters (Supplementary Fig. 3a). The number of detected genes was similar across the clusters, with the exception of the smaller yellow cluster, which contained nuclei with a higher number of detected genes (Supplementary Fig. 3b). Since signature markers for the yellow cluster were associated with the oligodendrocyte lineage (*Tmem125*, *Tmem63a*, *Cd9*, *Car14*, *Lpar1*), this cluster (*n* = 11) was excluded from further analysis (Supplementary Fig. 3c–i). 

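The first run of clustering over the 670 kept nuclei used 1851 variable genes and gave 5 clusters. One cluster of 56 nuclei had the highest mean level of 12 of 12 oligodendrocyte markers and was left out on that ground, a rule set after the values were seen. In these 56 nuclei *Tmem125* was detected in 5, *Tmem63a* in 7, *Cd9* in 11, *Car14* in 4 and *Lpar1* in 9, against 17, 26, 50, 23 and 44 of the other 614 nuclei. *Gad1* was found in 23 of the 56 nuclei and *Slc32a1* in 17. A marker score is the mean ln(RPKM+1) of the markers in a cluster minus their mean over all nuclei in the same run. The left-out cluster scored 0.692 for oligodendrocytes and 0.963 for GABAergic neurons, so it is given no cell type here. It had a median of 2547.5 genes with RPKM above 0 per nucleus, and 46 of its nuclei had failed 1 quality criterion. Mouse A2 gave 39 of the 56 nuclei, A1 gave 9, and B1 and B2 gave 4 each.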

The filtered dataset was subjected to a second round of unsupervised clustering. In this final Seurat analysis, 1946 variable genes were used and the remaining 619 nuclei again grouped into six clusters (clusters 0–5) with similar number of detected genes among the clusters (Fig. 1c–e). 

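The second run, over 614 nuclei and 18707 genes of which 2005 were variable, gave 5 clusters with medians of 5115 to 5741 genes with RPKM above 0. Each published cluster was matched to the rebuilt cluster with the highest mean score of its 9 published markers, and the rebuilt clusters are named by the colour of their match. The markers of the red cluster3 (among them *Nmbr*, *Frmd4b* and *Trpc3*), the orange cluster4 (*Rasal1*, *Gck*, *Cpne7*) and the blue cluster5 (*Cartpt*, *Tanc1*, *Ctxn3*) had their highest mean in 1 rebuilt cluster each, 9 of 9 in each case. The rebuilt green cluster took both green clusters, with 7 of the 9 markers of cluster1 (such as *Penk* and *Synpr*) and 7 of the 9 of cluster2 highest in it. Of the 9 markers of the purple cluster0, 3 were highest in the cluster named purple here, 4 in the red and 2 in the blue cluster. The purple name rests on the mean score over the 9 markers, which was 0.452 in purple, 0.263 in blue and 0.197 in red nuclei. The rebuilt clusters held 190 (purple), 183 (green), 99 (red), 102 (orange) and 40 (blue) nuclei. At a resolution of 1.0, added after the data were seen, the green cluster split into a part with the cluster1 markers (82 nuclei, cluster1-like) and a part with the cluster2 markers (104 nuclei, cluster2-like). The nuclei of the purple cluster also came apart there, most of them into a part of 124 nuclei with a cluster0 score of 0.88 and a part of 65 nuclei matched to no published cluster, which scored -0.352 for cluster0 and 0.565 for cluster1. Alternative settings built the clusters anew, each named by the name that most of its nuclei bear here, so the clusters moved along with every such setting. All 46 kept nuclei that had failed 1 criterion were in the cluster left out. A rebuild from the 624 nuclei failing no criterion thus removed no nucleus tested here, but it left out 0 nuclei after its first run and held 234 green and 145 purple nuclei. With values scaled to 10000 per nucleus, 200 nuclei were left out and 470 clustered, and the parts named purple scored 0.081 and 0.033 for cluster0 where red scored 0.094. With 20 nearest neighbours 0 were left out and 670 clustered, and the cluster named purple scored -0.063 for cluster0 where red (153 nuclei) scored 0.732, so in these 2 settings the purple name does not follow the cluster0 markers. The published markers had been picked from these same nuclei, and doublets were not called.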

The median number of detected genes was 5379 and the median number of counts was 354,443 and was similar between the two plates and the four animals (Fig. 1f, g, Supplementary Data 3). 

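Over the 614 nuclei the median number of genes with RPKM above 0 was 5483.5, with medians of 5272 in mouse A1, 5654 in A2, 5354 in B1 and 5592 in B2. The RPKM values of a nucleus summed to a median of 354373.3, with 345277.8 in A1, 354407.8 in A2, 359725.4 in B1 and 359072.9 in B2. RPKM is scaled to the mappable reads of each nucleus, so this sum does not count reads. The reads in genes, which do, had a median of 196685.5 per nucleus, with 165371 in A1, 175237 in A2, 235981 in B1 and 262576 in B2. By cluster, the median of reads in genes was 167613.5 in purple, 235096 in green, 199353 in red, 200783.5 in orange and 249186.5 in blue nuclei.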

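Each of the 5 rebuilt clusters held nuclei of the 4 mice, in unequal shares. The purple cluster took 64.1% of the nuclei of mouse A1 and 23.5%, 21.2% and 15.4% of those of A2, B1 and B2, so that A1 gave 98 of its 190 nuclei. The green cluster took 9.80% of the nuclei of A1 (15 nuclei) and 36.2%, 37.2% and 35.9% of those of A2, B1 and B2. Red nuclei made up 16.1 ± 5.66% of a mouse's nuclei (23, 15, 37 and 24 nuclei from A1, A2, B1 and B2) and orange nuclei 16.7 ± 6.54% (15, 36, 20 and 31 nuclei). The blue cluster held 2 nuclei of A1, 9 of A2, 8 of B1 and 21 of B2, and values for its 40 nuclei are given below as counts of nuclei. With 2 mice on each plate, a difference between plates was not tested.

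**Figure D1:**
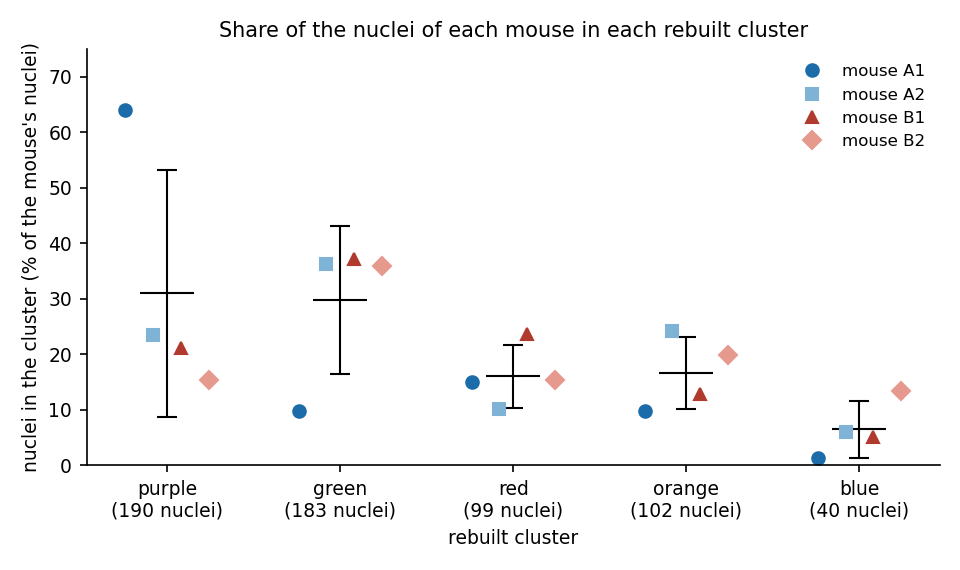
Share of the nuclei of each mouse in the 5 rebuilt clusters. Each point is 1 mouse, and lines give the mean and SD over the 4 mice.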

Nuclei from both experimental plates and from all four biological replicates were represented in all clusters (Fig. 1h).

### Cluster analysis identifies a glutamatergic phenotype and allows characterization of gene expression profiles

Next, Pitx2 was visualized in a t-SNE plot to verify that the dataset represented the expected population (Fig. 2a). Indeed, all clusters were *Pitx2*-positive and also shown to be of glutamatergic lineage marked by the strong expression of *Slc17a6* (*Vglut2*) and the sparse expression of GABA markers, such as the *Slc32a1*, encoding the Vesicular inhibitory amino acid transporter and *Gad1*, encoding Glutamic acid decarboxylase (Fig. 2a). In addition, other genes previously associated with the STN^24,33,34^ such as *Lmx1a, Foxa1, Foxp1, Foxp2*, *Barhl1*, *Epha3* were expressed in most clusters, while *Lmx1b* was barely detected (Supplementary Fig. 4). 

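*Pitx2* (chromosome 3, 129199878 to 129219591 of GRCm38) was detected in 78.5 ± 2.56% of the 614 nuclei. By cluster, *Pitx2* was found in 93.8 ± 6.98% of red, 82.9 ± 3.17% of green, 74.6 ± 14.7% of purple and 61.1 ± 5.89% of orange nuclei, and in 34 of 40 blue nuclei. *Slc17a6* (chromosome 7, 51622006 to 51671119), which encodes the vesicular glutamate transporter VGLUT2, was detected in 605 of the 614 nuclei, 98.5 ± 0.31% per mouse. It was found in 96.2 ± 1.75% of purple and 98.1 ± 2.42% of orange nuclei. *Slc32a1* was detected in 5.72 ± 2.22% and *Gad1* in 22.6 ± 6.51% of nuclei. When the reads of each nucleus were thinned to 50000, *Pitx2* was found in 72.6 ± 1.56%, *Slc17a6* in 97.2 ± 0.98% and *Slc32a1* in 2.62 ± 2.28% of nuclei. No reads of *Pitx2*, *Slc32a1* or *Gad1* were found in the 4 empty wells, while *Slc17a6* was found in 2 of them and *Lmx1a*, *Foxp2*, *Cntn4*, *Kcna1*, *Baiap3*, *Htr2c* and *Gpx3* in 1 each.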

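*Foxp1* was detected in 52.3 ± 2.60%, *Lmx1a* in 49.1 ± 3.33%, *Foxp2* in 46.5 ± 7.32%, *Foxa1* in 30.6 ± 5.10%, *Barhl1* in 22.0 ± 3.16% and *Epha3* in 18.7 ± 4.44% of the 614 nuclei. *Lmx1b* was found in 6.04 ± 0.73% of nuclei, and in 3.28% once the reads of each nucleus were thinned to 50000. *Foxp2* was higher in the red cluster than in all other neuronal nuclei, with 306 ± 37.8 against 91.1 ± 13.3 CPM (log2 fold change 1.75, SE 0.176, edgeR adjusted p 0.000895). It did not pass the threshold in the rebuild from nuclei failing no criterion, and it was found in 89.6 ± 3.41% of red nuclei. *Lmx1a* was also higher there, with 146 ± 18.5 against 62.4 ± 2.29 CPM (log2 fold change 1.22, SE 0.190, edgeR adjusted p 0.0077). Its edgeR adjusted p rose to 0.0248 without mouse A1, 0.0243 without A2, 0.0568 without B1 and 0.0356 without B2. *Lmx1a* also missed the threshold in the rebuild from nuclei failing no criterion, with values scaled to 10000 per nucleus, 20 nearest neighbours or a resolution of 0.6. It missed it in clusters built without the named genes and markers and in clusters built from genes that exclude it. *Lmx1b* was found in 13.2 ± 5.49% of red nuclei.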

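Among the 40 nuclei of the rebuilt blue cluster, *Foxp1* was detected in 14, *Epha3* in 4, *Barhl1* in 3, and *Lmx1a*, *Foxa1* and *Foxp2* in 2 nuclei each. Of the 4 empty wells 1 had reads of *Lmx1a* and 1 of *Foxp2*, so single blue nuclei with these 2 genes are not set apart from background. The summed reads of the blue nuclei gave 0.702 ± 1.29 CPM for *Lmx1a* against 81.5 ± 7.66 CPM in all other nuclei, and 3.48 ± 6.96 against 131 ± 18.3 CPM for *Foxp2* (edgeR adjusted p 0.0598 and 0.102, above the threshold). A list of subthalamic and posterior hypothalamic development factors, which holds these genes, *Pitx2* and *Nkx2-1*, had 14 tested members, of which 13 were lower in blue nuclei and 1 was higher. Adjusted over the list alone, 4 members were lower and 1 was higher at the threshold. Adjusted over all genes edgeR called 0 of them (1 up and 9 down at an unadjusted p under 0.05), DESeq2 called 1 up and 7 down, and limma called 0. The camera test of the list against all other genes gave an adjusted p of 3.8e-06 (adjusted p = 0.174 with an estimated correlation).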

In the blue cluster5, a few nuclei expressed *Foxp1* but none of the other known STN genes (Supplementary Fig. 4e). Differential expression analysis was run by the Model-based Analysis of Single-cell Transcriptomics (MAST) method (Fig. 2b and Supplementary Data 1). 

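Each rebuilt cluster was compared with all other neuronal nuclei in the 4 mice. The red cluster had 68 higher and 89 lower genes among 14359 tested (edgeR). The 5 largest increases among genes with a mean of at least 32 CPM were *Col24a1*, *Nmbr*, *Npsr1* (log2 fold change 2.98, SE 0.466), *Cyp2s1* (2.57, SE 0.385) and *Frmd4b* (2.38, SE 0.224). The 5 largest decreases were *Gpr83* (0.911 ± 1.82 against 66.3 ± 28.0 CPM), *Unc5d* (4.61 ± 7.21 against 127.8 ± 9.01), *Cbln2* (3.18 ± 4.02 against 123.1 ± 28.4), *Gabrq* (3.59 ± 4.29 against 109.8 ± 33.3) and *Adam33* (2.89 ± 4.42 against 67.5 ± 29.1). In the green cluster *Synpr* was higher and *Col24a1* lower, the latter against nuclei that include the red ones. In the blue cluster *Grm2*, *Dgkb*, *Rgs4*, *Nrp1*, *Stxbp2* and *B230323A14Rik* were higher and 0 genes lower (195 up and 1354 down at an unadjusted p under 0.05, 75 up and 381 down by DESeq2, 13 up and 1 down by limma). In the purple and the orange cluster edgeR called 0 genes (383 up and 868 down at an unadjusted p under 0.05 in purple, 496 and 798 in orange). DESeq2 called 32 up and 151 down in purple and 124 and 114 in orange, and limma on the mean of log2(RPKM+1) called 2 and 162 in purple and 38 and 20 in orange. Limma took plain means over nuclei, here and below. Such means can depend on the number of genes detected per nucleus, which was not matched between clusters. In blue nuclei edgeR called 0 genes in the rebuild from nuclei failing no criterion (89 up and 1223 down at an unadjusted p under 0.05), and 0 in clusters built without the named genes and markers (94 up and 1235 down). Some calls did not hold when 1 mouse was left out (edgeR adjusted p): *Npsr1* (0.0501 without A2, 0.0335 without B1, 0.0214 without B2), *Cyp2s1* (0.0228 without A1, 0.0153 without A2, 0.0475 without B1), *Gpr83* (0.0153 without A2, 0.016 without B1), *Unc5d* (0.0196, 0.0307 and 0.017 without A1, A2 and B1), *Gabrq* (0.0114, 0.0243 and 0.0175 without these), *Adam33* (0.0202, 0.0213 and 0.017 without these) and *Nrp1* (0.0214 without A1). The rebuild from nuclei failing no criterion also ended the calls of *Npsr1*, *Gpr83*, *Unc5d*, *Cbln2* and *Gabrq*, and values scaled to 10000 per nucleus those of *Npsr1*, *Gpr83*, *Unc5d*, *Gabrq* and *Adam33*. With 20 nearest neighbours *Col24a1*, *Npsr1*, *Unc5d* and *Adam33* missed the threshold, and *Unc5d* also at a resolution of 0.6. Without the block *Cyp2s1*, *Unc5d*, *Gabrq* and *Adam33* missed it. In clusters built without the named genes and markers *Gabrq* did, and in those built from genes that exclude the tested gene *Npsr1*, *Unc5d* and *Cbln2* did, as did *Dgkb*, *Nrp1*, *Stxbp2* and *B230323A14Rik* in blue.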

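How many genes were called in the red cluster moved with each mouse, to 86 without A1, 62 without A2, 48 without B1 and 93 without B2. In the green cluster the 2 calls became 4 without A1 and 0 without each of A2, B1 and B2. With each gene tested between clusters built from genes that exclude it, so that *Col24a1* or *Nmbr* could not define the cluster in which it was tested, edgeR called 54 up and 66 down in red, 2 up in blue, 1 down in orange and 0 in purple and green. In data simulated from the sums, with 100 genes changed by a log2 fold change of 2, edgeR recovered 61 in green, 55 in red, 43 in purple, 41 in orange and 0 in blue. With a log2 fold change of 1 it recovered 22, 15, 21, 9 and 0.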

Each cluster was compared versus the rest using a p adjusted value of <0.01. 

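Between pairs of rebuilt clusters, edgeR called 72 genes higher in green and 39 higher in red, 24 higher in red and 28 higher in orange, and 8 higher in purple and 8 higher in red. Between purple and green nuclei edgeR called 0 genes (464 higher and 835 lower in purple at an unadjusted p under 0.05), where DESeq2 called 66 higher and 293 lower in purple and limma 5 and 350. The limma counts may depend on genes with RPKM above 0 per nucleus, whose median was 5186.5 in purple and 5741 in green nuclei. Between green and orange nuclei edgeR also called 0 (502 higher and 370 lower in green at an unadjusted p under 0.05), where DESeq2 called 51 higher and 40 lower in green and limma 5 and 2. Higher in green than in red nuclei were *Penk* (log2 fold change 5.29, SE 0.433, edgeR adjusted p 0.00113), *Synpr* (3.79, SE 0.342, adjusted p 0.00118) and *Tac1* (2.04, SE 0.228, adjusted p 0.00258). Higher in red than in orange nuclei was *Bcan* (4.87, SE 0.315, edgeR adjusted p 0.000975), and lower were *Baiap3* (-2.30, SE 0.203, adjusted p 0.00278) and *Hap1* (-2.27, SE 0.185, adjusted p 0.00241). The list of fast firing genes, which holds potassium and sodium channels, *Pvalb* and neurofilaments, had 24 of 24 tested members higher in red than in orange nuclei (median log2 fold change 1.15, 3 called, 11 adjusted over the list alone, camera adjusted p 8.27e-19, adjusted p = 0.137 with an estimated correlation). Without mouse A1, A2, B1 and B2 in turn, the 111 genes between green and red became 48, 11, 2 and 38, the 52 between red and orange 16, 1, 0 and 2, and the 16 between purple and red 10, 2, 0 and 9. For single genes the edgeR adjusted p rose above the threshold, for *Penk* to 0.0147 without B1, for *Synpr* to 0.0104 and *Tac1* to 0.0199 without A2 and to 0.0133 and 0.0269 without B1. It rose for *Bcan* to 0.013 without B1, and for *Baiap3* and *Hap1* to 0.0308 and 0.0271 without A2, 0.013 and 0.013 without B1 and 0.0118 and 0.0148 without B2. Between green and red nuclei *Penk* and *Synpr* also missed the threshold with 20 nearest neighbours, *Penk* with values scaled to 10000, and *Tac1* without the block and by limma.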

Given the close nature of some of the clusters (Fig. 2b), MAST was also run between specific clusters for up- and downregulated genes (Supplementary Data 2).

**Fig. 2:**
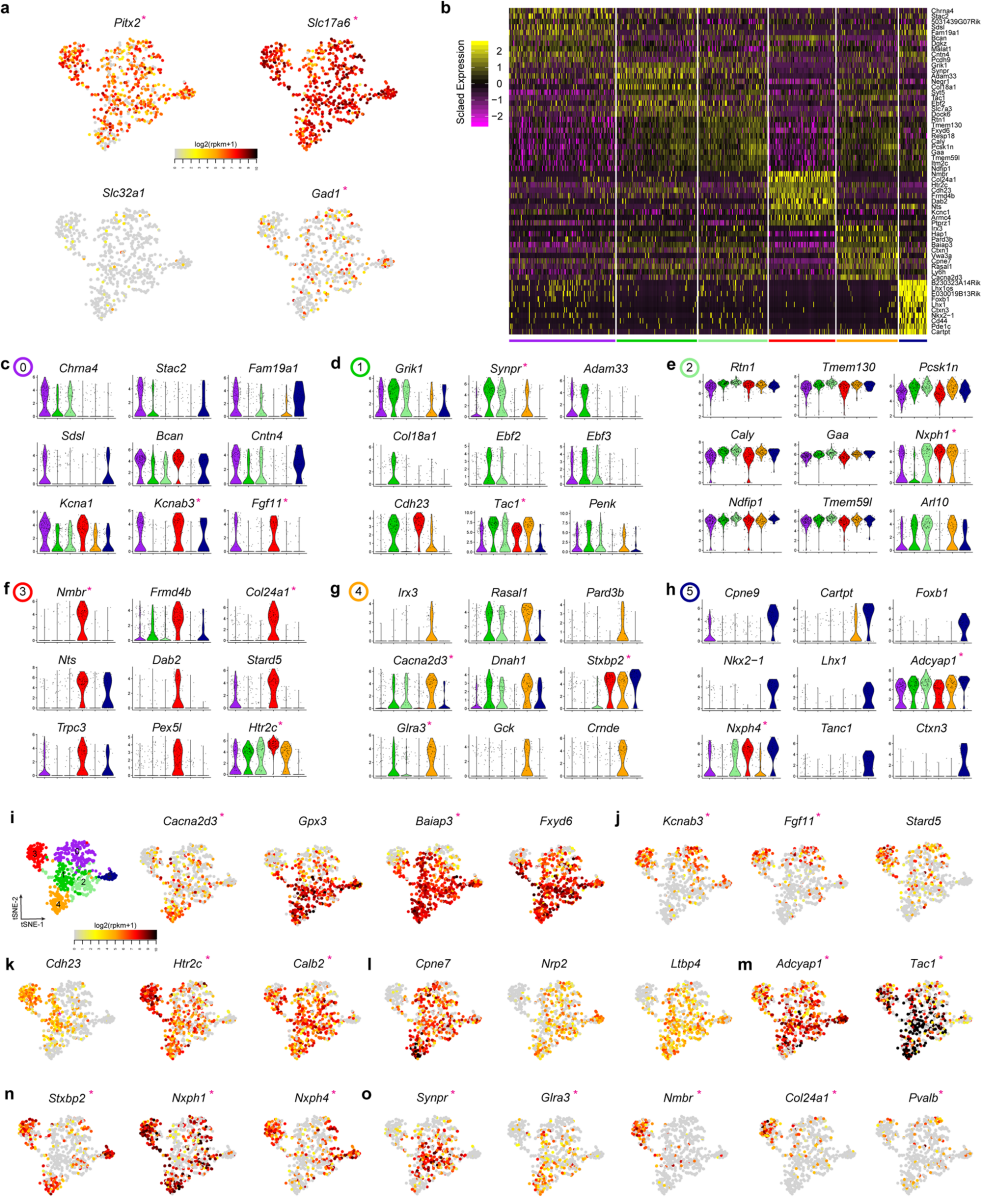
Bioinformatics characterization of the six Pitx2-positive clusters. **a** Expression levels of *Pitx2*, *Slc17a6*, *Slc32a1 and Gad1* genes visualized in t-SNE plots. **b** Heatmap showing top ten genes differentially expressed for or characterizing each cluster. **c**–**h** Violin plots of nine selected markers of each population (purple cluster0; green cluster1; light-green cluster2; red cluster3; orange cluster4 and blue cluster5). **i**, **j** t-SNE plots with expression levels of *Cacna2d3*, *Gpx3*, *Baiap3* and *Fxyd6 or Kcnab3*, *Fgf11* and *Stard5* showing gradient expression along t-SNE axis-2. **k**, **l** t-SNE plots with expression levels of *Cdh23, Htr2c* and *Calb2* or *Cpne7*, *Nrp2* and *Ltbp4* showing distinct expression along t-SNE axis-1. **m** t-SNE of *Adycap1* and *Tac1* showing ubiquitous expression across clusters. **n** t-SNE plots of *Stxbp2, Nxph1* and *Nxph4* showing moderate to high expression in the red cluster3 and variable levels of in the remaining clusters. **o** t-SNE plots of genes showing unique expression among selective clusters (*Synpr, Glra3*, *Nmbr*, *Col24a1)* or expression in few nuclei in all clusters (*Pvalb)*. Asteriscs indicate genes selected for mRNA analysis by fluorescent in situ hybridization (FISH). Source data underlying these plots are shown in Supplementary Data 3.

Genes associated with the purple cluster0 were *Chrna4*, *Stac2*, *Fam19a1*, *Sds1*, *Bcan*, *Cntn4*, *Kcna1*, *Kcnab3* and *Fgf11* (Fig. 2c). However, they were not exclusive to this cluster, as *Kcnab3*, *Bcan, Kcna1* and *Cntn4* shared similar expression levels to the red cluster3 and blue cluster5, and to a lesser extent with the two green clusters (Fig. 2c and Supplementary Fig. 5a). 

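In the rebuilt purple cluster these 9 genes were higher than in all other neuronal nuclei by log2 fold changes of 0.56 (*Cntn4*, SE 0.290) to 1.38 (*Fam19a1*, SE 0.438), with edgeR adjusted p values of 0.212 (*Kcna1*) to 0.686 (*Kcnab3*), so none passed the threshold. *Chrna4*, *Bcan*, *Kcna1* and *Fgf11* were higher in 4 of 4 mice and the other 5 genes in 3 of 4. *Chrna4* was detected in 51.0 ± 9.63%, *Fam19a1* in 45.8 ± 5.99%, *Stac2* in 39.5 ± 7.88% and *Sdsl* in 31.9 ± 3.35% of purple nuclei. Compared with other nuclei in the same mouse, these shares were higher by 25.5 ± 11.6 points for *Chrna4*, 19.2 ± 10.9 for *Fam19a1*, 17.4 ± 11.4 for *Stac2* and 15.6 ± 5.86 for *Sdsl* (the exact sign-flip p of each is the smallest that 4 mice allow). With 20 nearest neighbours 8 of the 9 log2 fold changes were negative in the cluster named purple, down to -1.54 for *Kcnab3*, but the cluster0 markers were highest in the red cluster there, so this is no reversal in cluster0-like nuclei. Tested between clusters built from genes that exclude the tested gene, 5 of the 9 became negative, *Kcnab3* (-0.55), *Sdsl* (-0.15), *Chrna4* (-0.07), *Bcan* (-0.07) and *Fgf11* (-0.01). These 5 were tested in clusters where the purple name took in a part of 109 nuclei with a cluster0 score of -0.448 beside one of 108 nuclei with 0.619. Transcripts of endoplasmic reticulum proteins (24 of 25 lower, median log2 fold change -0.52, 0 called by edgeR, 0 up and 15 down at an unadjusted p under 0.05, 3 down by DESeq2, 4 down by limma) and of secretory granules and peptide processing (17 of 17 lower, median -0.70, 0 called by edgeR, 14 down at an unadjusted p under 0.05, 5 down by DESeq2, 5 down by limma) were lower in purple nuclei. Nuclear-retained RNAs such as *Malat1* and *Meg3* had 16 of 18 members higher (median 0.25), with 0 called by edgeR, DESeq2 and limma (10 up at an unadjusted p under 0.05). The camera test gave these lists adjusted p values of 1.67e-10, 1e-16 and 3.7e-06 (adjusted p = 0.174, 0.185 and 0.348 with an estimated correlation).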

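*Kcnab3* (chromosome 11, 69326258 to 69333042, overlapped by *Kcnab3os* on the opposite strand) was detected in 40.7 ± 8.34% of purple, 64.5 ± 17.4% of red, 14.9 ± 3.64% of green and 9.17 ± 6.74% of orange nuclei and in 17 of 40 blue nuclei. *Bcan* was found in 62.6 ± 6.84% of purple, 85.7 ± 8.05% of red and 44.4 ± 8.70% of green nuclei and in 23 of 40 blue nuclei. *Kcna1* was found in 61.0 ± 13.2%, 83.2 ± 4.14% and 51.9 ± 6.12% of these and in 19 of 40. *Cntn4* was found in 47.1 ± 13.6% of purple, 39.9 ± 8.46% of green and 19.7 ± 7.73% of red nuclei and in 32 of 40 blue nuclei. Between purple and red nuclei the log2 fold changes were -0.73 for *Kcnab3* (SE 0.447, lower in 2 of 4 mice), -0.68 for *Bcan* (SE 0.207), -0.53 for *Kcna1* (SE 0.168) and 2.05 for *Cntn4* (SE 0.488), with edgeR adjusted p values of 0.63, 0.231, 0.259 and 0.111. For *Cntn4* it was -0.15 with 20 nearest neighbours, where the cluster0 markers were highest in the red cluster. Genes that did pass the threshold between purple and red nuclei included *Nrp2* (4.65, SE 0.488, edgeR adjusted p 0.00346), *Htr2c* (-2.80, SE 0.229, adjusted p 0.00132) and *Nxph1* (-1.95, SE 0.176, adjusted p 0.00152). Leaving out A2 or B1 ended the calls of *Htr2c* (edgeR adjusted p 0.0135 and 0.0102) and *Nxph1* (0.0135 and 0.012), and leaving out any 1 mouse ended that of *Nrp2* (0.0139 to 0.0234). All 3 missed the threshold with 20 nearest neighbours. *Nrp2* and *Nxph1* also missed it in the rebuild from nuclei failing no criterion and in clusters built without the named genes and markers, *Nrp2* with values scaled to 10000, and *Htr2c* in clusters built from genes that exclude it.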

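Across the 4 mice, the log2 fold change between the rebuilt purple and green clusters was 1.98 for *Kcnab3* (SE 0.519, edgeR adjusted p 0.184) and 2.62 for *Fgf11* (SE 0.911, adjusted p 0.355), which was detected in 23.9 ± 8.17% of purple nuclei. It was -1.89 for *Synpr* (SE 0.516, edgeR adjusted p 0.203), -1.70 for *Tac1* (SE 0.471, adjusted p 0.213, lower in 3 of 4 mice) and -0.22 for *Baiap3* (SE 0.193, adjusted p 0.81, lower in 3 of 4 mice and 0.10 with 20 nearest neighbours, where the purple name does not follow the cluster0 markers). The rebuilt green cluster holds both published green clusters, and none of these 5 genes passed the threshold. Nearest to it were *Adcyap1* (-1.20, SE 0.170, edgeR adjusted p 0.0278), *Kcna1* (1.35, SE 0.211, adjusted p 0.0373) and *Penk* (-1.69, SE 0.269, adjusted p 0.0382). Endoplasmic reticulum transcripts were lower in purple than in green nuclei for 24 of 25 tested members (median log2 fold change -0.74, 8 lower adjusted over the list alone), and secretory granule transcripts for 16 of 17 (median -0.88, 12 lower adjusted over the list alone). Adjusted over all genes, edgeR called 0 members of either list (20 and 15 lower at an unadjusted p under 0.05), DESeq2 called 7 and 11 and limma 17 and 9. The camera test gave adjusted p values of 1.94e-18 and 2.24e-22 (adjusted p = 0.137 for both with an estimated correlation).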

MAST revealed *Kcnab3* and *Fgf11* as upregulated genes and *Tac1*, *Baiap3* and *Synpr* as downregulated genes in the purple cluster compared to the green cluster1 (Fig. 2c, d, Supplementary Data 2). Among the upregulated genes found in the green cluster1 were *Grik1*, *Synpr*, *Tac1*, *Ebf2*, *Ebf3*, *Cdh23* and *Penk* (Fig. 2d). 

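*Synpr* (chromosome 14, 13284780 to 13616340) was higher in the rebuilt green cluster than in all other neuronal nuclei, with 283.9 ± 120 against 69.3 ± 20.0 CPM (log2 fold change 1.98, SE 0.139, edgeR adjusted p 0.00263). Its edgeR adjusted p was 0.00924 without mouse A1, 0.025 without A2, 0.061 without B1 and 0.0169 without B2. It also missed the threshold without the block and with 20 nearest neighbours, and like *Col24a1* below it missed it with values scaled to 10000 and in clusters built from genes that exclude it. *Penk* had 446.6 ± 262 against 84.6 ± 37.1 CPM (log2 fold change 2.30, SE 0.239, edgeR adjusted p 0.0164). *Ebf2* (1.97, SE 0.325), *Ebf3* (1.54, SE 0.239) and *Tac1* (1.19, SE 0.399) were higher in green nuclei without passing the threshold (edgeR adjusted p 0.0683, 0.0546 and 0.374). *Ebf3* was lower (-0.79) in clusters rebuilt from values scaled to 10000 per nucleus. *Grik1* had a log2 fold change of 0.34 (0.02 without B1, SE 0.335, edgeR adjusted p 0.831, higher in 3 of 4 mice), and one of -0.14 in the rebuild from nuclei failing no criterion. *Cdh23* had one of -0.36 (SE 0.204, edgeR adjusted p 0.665, lower in 3 of 4 mice). *Col24a1* was lower in green nuclei, with 23.5 ± 7.98 against 181.4 ± 51.4 CPM (log2 fold change -2.98, SE 0.177, edgeR adjusted p 0.00136, but 0.025 without A2, 0.0462 without B1 and 0.0154 without B2), and it was not called by limma. The nuclei compared with green include the red ones, where *Col24a1* had 685.3 ± 91.6 CPM, while all nuclei outside red had 37.6 ± 25.9 CPM. Its share was lower in green nuclei by 7.82 ± 7.21 points (lower in 3 of 4 mice). The call is thus not shown to be a trait of green nuclei. The list of GABA-A and glycine receptors had 17 of 17 tested members higher in green nuclei (median 0.49, 1 adjusted over the list alone, 0 over all genes by edgeR, 9 at an unadjusted p under 0.05, 3 by DESeq2, 2 by limma, camera adjusted p 3.21e-11, adjusted p = 0.137 with an estimated correlation).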

About 50% of the nuclei in this cluster expressed these genes in moderate to high levels (Supplementary Fig 5b). Of these, *Grik1*, *Synpr*, *Ebf2*, *Ebf3* and *Penk* were also expressed in the light-green cluster2, a cluster that did not distinctly separate from cluster1 (Fig. 2e, Supplementary Fig. 5b, c). 

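In the rebuilt green cluster *Synpr* was detected in 71.2 ± 12.0%, *Grik1* in 68.9 ± 7.78%, *Tac1* in 64.6 ± 11.4%, *Ebf3* in 53.6 ± 6.18%, *Penk* in 47.5 ± 9.10%, *Ebf2* in 45.6 ± 7.82% and *Cdh23* in 42.6 ± 16.2% of nuclei. *Synpr* was found in 43.8 ± 12.7 points more of the green nuclei than of the other nuclei of the same mouse. The difference was 30.0 ± 13.1 points for *Grik1*, 29.45 ± 13.9 for *Ebf3*, 29.4 ± 10.8 for *Ebf2* and 15.9 ± 10.9 for *Penk*. For each of these 5 genes the exact sign-flip p is the smallest that 4 mice allow. It was 4.68 ± 11.1 points for *Tac1* (higher in 3 of 4 mice) and -2.98 ± 9.63 for *Cdh23* (lower in 2 of 4 mice).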

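After the split of the green cluster at a resolution of 1.0, *Grik1* was detected in 85.3 ± 13.2% of cluster1-like and 57.0 ± 10.4% of cluster2-like nuclei, *Synpr* in 75.6 ± 11.7% and 65.1 ± 9.97%. *Ebf3* was detected in 63.2 ± 6.72% and 42.7 ± 9.59%, *Ebf2* in 62.3 ± 12.5% and 32.2 ± 9.30%, and *Penk* in 52.4 ± 11.0% and 40.4 ± 6.34%.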

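*Cdh23* was detected in 73.2 ± 7.53% of cluster1-like and 19.8 ± 15.3% of cluster2-like nuclei, and its log2 fold change between them was 1.89 (SE 0.387, edgeR adjusted p 0.726). *Nxph1* was found in 27.2 ± 23.8% of cluster1-like and 59.3 ± 13.9% of cluster2-like nuclei (-2.66, SE 0.585, edgeR adjusted p 0.881), and *Pcdh9* in 55.4 ± 5.29% and 73.8 ± 8.86% (-1.73, SE 0.277, adjusted p 0.356). *Nr4a2* (chromosome 2, 57106830 to 57124003) was found in 1 of 82 cluster1-like and 31 of 104 cluster2-like nuclei. *Tac1*, which was higher in cluster1-like nuclei, had a log2 fold change of 1.72 (SE 0.241, edgeR adjusted p 0.311). Of 12620 tested genes edgeR called 0 between these 2 groups (258 up and 279 down at an unadjusted p under 0.05), DESeq2 17 up and 35 down, and limma 0. Without any difference about 0.05 of the tested genes would reach that unadjusted limit. The counts of edgeR lie together below this share, so they are no sign of a difference. In simulated data, edgeR recovered 34 of 100 genes changed by a log2 fold change of 2 in this comparison.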

Comparison between the two green clusters showed *Cdh23* (higher in cluster1), *Nxph1*, *Nr4a2* and *Pcdh9* (higher in cluster2) to be the only differing genes between these clusters (Fig. 2d, e and Supplementary Data 2). The highest number of differentially expressed genes were seen in the red cluster3, which also showed high levels of *Pitx2* (Fig. 2f). In addition to *Kcnab3*, *Fgf11* and *Nxph1* (Fig. 2c, e) found in several clusters, numerous other genes, including *Nmbr* and *Col24a1* were almost exclusively expressed in the red cluster3 (Fig. 2f). 

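*Pitx2* reached 230.9 ± 58.3 CPM in the red cluster and 122.8 ± 26.0 CPM in all other neuronal nuclei (log2 fold change 0.90, SE 0.195), with an edgeR adjusted p of 0.0414 that is above the threshold. Lists of genes fixed before the data were examined were tested in red nuclei, and none passed the threshold in the camera test with an estimated correlation. Members that the paper does not mention were picked for naming after their values were seen. Fast firing genes were higher for 21 of 25 tested members (median log2 fold change 0.56, 9 adjusted over the list alone). Of these 5 were called, *Ppargc1a* (log2 fold change 1.86, SE 0.214), *Cplx1* (1.57, SE 0.159), *Kcnc2* (1.45, SE 0.140), *Kcna1* (1.39, SE 0.186) and *Kcnc1* (1.32, SE 0.141), with edgeR adjusted p values of 0.000895 (*Cplx1*, *Kcnc2*) to 0.00359 (*Kcna1*). Nuclear genes of oxidative phosphorylation were higher for 27 of 29 members (median 0.32), with *Cyc1* (0.82, SE 0.129, edgeR adjusted p 0.00807) and *Atp5b* (0.62, SE 0.099, adjusted p 0.00846) called, both also when adjusted over the list alone. The camera test gave the lists adjusted p values of 3.08e-15 and 5.59e-08 (adjusted p = 0.201 and 0.262 with an estimated correlation). The edgeR adjusted p of *Kcna1* was 0.0209 without A2, 0.0257 without B1 and 0.0127 without B2, that of *Kcnc1* 0.0119 without B1, and that of *Ppargc1a* 0.0117 without A2 and 0.0138 without B1. Without any 1 of the mice, *Cyc1* had 0.0272 to 0.042 and *Atp5b* 0.0241 to 0.0582. *Cyc1*, *Atp5b* and *Kcna1* also missed the threshold without the block and in clusters built from genes that exclude them, and *Cyc1*, *Atp5b* and *Ppargc1a* with values scaled to 10000. *Cyc1* and *Atp5b* missed it too in the rebuild from nuclei failing no criterion and in clusters built without the named genes and markers, and *Cyc1* at a resolution of 0.6.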

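Of the axon guidance and cell adhesion genes, 11 of 40 were called lower in red nuclei (18 adjusted over the list alone), among them *Nrp2* (log2 fold change -5.09, SE 0.381, edgeR adjusted p 0.000266). *Cdh23* and *Robo2* (1.54, SE 0.153) were called higher. Neuropeptide genes were lower for 20 of 22 members, with *Penk* (10.3 ± 2.96 against 214.7 ± 74.3 CPM), *Cbln2*, *Tac1* (log2 fold change -1.40, SE 0.131) and *Adcyap1* (-1.51, SE 0.173) called lower (7 adjusted over the list alone) and *Nts* called higher. *Tac1* had a log2 fold change of 0.03 by limma on the mean of log2(RPKM+1) and of 0.29 on that of log2(RPKM+0.1). More of the red nuclei had *Tac1* than of the other nuclei of the same mouse, by 7.58 ± 6.71 points, so only its summed reads were lower. For *Adcyap1* the edgeR adjusted p of 0.00158 became 0.0117 without A2 and 0.0136 without B1, and it missed the threshold with values scaled to 10000, by limma on the mean of log2(RPKM+0.1) and in clusters built from genes that exclude it. *Tac1* missed it without the block, *Penk* with values scaled to 10000, and *Nrp2*, *Robo2* and *Penk* with 20 nearest neighbours. GABA-A and glycine receptor genes were lower for 14 of 17 members (median -0.79, 5 adjusted over the list alone), with *Gabra5* (log2 fold change -3.02, SE 0.460) and *Gabrq* called. Without 1 mouse the edgeR adjusted p of *Gabra5* was 0.0222 (A2), 0.0479 (B1) and 0.0152 (B2), that of *Gabrq* 0.0114 (A1), 0.0243 (A2) and 0.0175 (B1), and that of *Cdh23* up to 0.041 (A2). *Gabra5* also missed the threshold in the rebuild from nuclei failing no criterion, with values scaled to 10000, 20 nearest neighbours or a resolution of 0.6, and in clusters built without the named genes and markers. The camera test gave these 3 lists adjusted p values of 2.37e-09, 8.66e-12 and 1.83e-05 (adjusted p = 0.137, 0.137 and 0.201 with an estimated correlation).

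**Figure D2:**
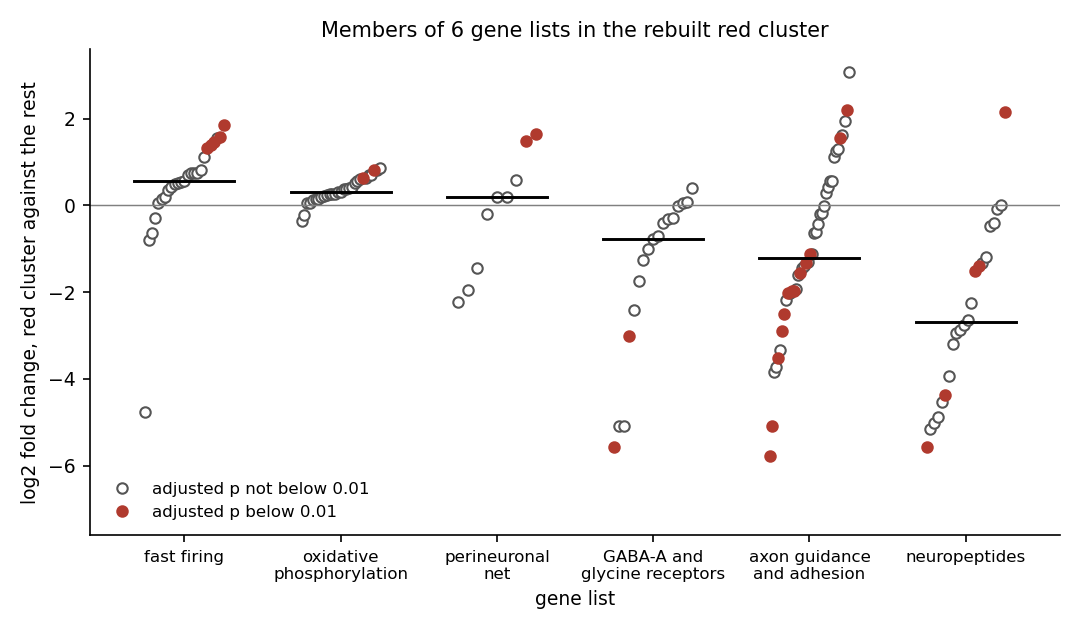
Log2 fold changes between the rebuilt red cluster and all other neuronal nuclei for the members of 6 gene lists. Each point is 1 gene, filled where edgeR called it, and lines give the medians.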

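*Col24a1* (chromosome 3, 145292472 to 145552011) had 685.3 ± 91.6 CPM in red nuclei and 37.6 ± 25.9 CPM in all other neuronal nuclei (log2 fold change 4.41, SE 0.368, edgeR adjusted p 0.000464). *Nmbr* (chromosome 10, 14705591 to 14770850, overlapped by *B230364G03Rik* on the opposite strand) had 80.2 ± 19.0 against 5.55 ± 3.25 CPM (4.04, SE 0.437, edgeR adjusted p 0.00122). Both passed the threshold without any 1 of the mice, and *Col24a1* missed it with 20 nearest neighbours. *Nmbr* was detected in 67.8 ± 13.3% of red nuclei, 7.92 ± 1.22% of green, 6.20 ± 4.38% of orange and 2.28 ± 2.90% of purple nuclei and in 2 of 40 blue nuclei. *Col24a1* was found in 66.3 ± 10.0% of red, 17.7 ± 5.95% of purple, 16.6 ± 2.61% of green and 7.47 ± 4.44% of orange nuclei and in 3 of 40 blue nuclei. *Nxph1* was higher in red nuclei (log2 fold change 1.37, SE 0.158, edgeR adjusted p 0.00164, but 0.0106 without B1, and above the threshold in the rebuild from nuclei failing no criterion or with 20 nearest neighbours). *Kcnab3* (1.55, SE 0.368) and *Fgf11* (1.64, SE 0.281) were higher without passing the threshold (edgeR adjusted p 0.0566 and 0.0128). *Fgf11* was found in 51.3 ± 6.26% of red nuclei.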

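*Htr2c* (chromosome X, 146962513 to 147197277) was detected in 99.0 ± 2.08%, *Cdh23* (chromosome 10, 60302748 to 60696490) in 93.6 ± 4.63%, *Nts* in 78.0 ± 5.55% and *Stard5* in 72.1 ± 9.64% of red nuclei. Against the other nuclei of the same mouse these shares were higher by 40.5 ± 5.60 points for *Htr2c*, 58.2 ± 14.2 for *Cdh23*, 59.2 ± 9.21 for *Nts* and 46.6 ± 16.4 for *Stard5* (the exact sign-flip p of each is the smallest that 4 mice allow). *Htr2c* had 1067 ± 226 CPM in red and 213.9 ± 56.4 CPM in all other nuclei (log2 fold change 2.34, SE 0.164, edgeR adjusted p 0.000266). *Nts* had 245.4 ± 87.8 against 57.7 ± 23.1 CPM (2.14, SE 0.249, edgeR adjusted p 0.00164). *Nts* missed the threshold in the rebuild from nuclei failing no criterion, with 20 nearest neighbours and in clusters built from genes that exclude it. *Cdh23* had 376.1 ± 64.8 against 93.6 ± 60.5 CPM (2.21, SE 0.331, edgeR adjusted p 0.00665, but 0.0228 without A1, 0.041 without A2 and 0.014 without B2). *Cdh23* also missed the threshold without the block, with values scaled to 10000, with 20 nearest neighbours, in clusters built without the named genes and markers and in those built from genes that exclude it. *Stard5* had 119.6 ± 13.4 against 24.7 ± 7.04 CPM (2.32, SE 0.291, edgeR adjusted p 0.00251, but 0.017 without B1). *Nts* was found in 22 of 40 blue nuclei and in 9.38 ± 2.82% of purple nuclei, and *Stard5* in 1 of 40 blue and 37.0 ± 8.68% of purple nuclei.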

Further, many genes were highly expressed in almost all neurons of the red cluster3, with partial expression in the other clusters, including *Stard5, Cdh23* and *Htr2c*, while *Nts* was predominantly expressed both in the red cluster3 and blue cluster5 (Fig. 2d, f and Supplementary Fig. 5d). Genes predominantly expressed in the orange cluster4 were *Irx3*, *Crnde* and *Glra3* in 25-50% of nuclei (Fig. 2g). 

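In the rebuilt orange cluster *Glra3* was detected in 54.0 ± 9.77%, *Crnde* in 39.7 ± 23.0% and *Irx3* in 30.3 ± 8.56% of nuclei. These shares were higher than in the other nuclei of the same mouse by 32.5 ± 11.1 points for *Glra3*, 22.6 ± 23.0 for *Crnde* and 27.0 ± 9.05 for *Irx3*. *Irx3* was found in 8.20 ± 4.99% of green, 1.72 ± 2.07% of red and 1.30 ± 1.97% of purple nuclei. *Glra3* was found in 32.8 ± 3.93% of green nuclei, and in 19.5 ± 10.1% once reads were thinned to 50000 per nucleus. The log2 fold changes against all other neuronal nuclei were 3.46 for *Irx3* (SE 0.917), 1.66 for *Glra3* (SE 0.495) and 1.06 for *Crnde* (SE 0.499, higher in 3 of 4 mice), with edgeR adjusted p values of 0.308, 0.353 and 0.586.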

Further, *Cacna2d3* and *Dnah1* were highly expressed in 75% of the nuclei of the orange cluster, and were also expressed in the green clusters (Fig. 2g, Supplementary Fig. 5e). Similarly*, Hap1* and *Baiap3* were strongly expressed in most nuclei of the orange and green clusters (Fig. 2b and Supplementary Fig. 5e). In contrast, *Stxbp2* and *Nxph1* were strongly detected in the orange cluster, but restricted in the green clusters (Fig. 2e, g). 

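*Dnah1* was detected in 73.9 ± 8.95% and *Cacna2d3* in 63.0 ± 10.2% of orange nuclei, and in 56.2 ± 5.40% and 33.5 ± 6.06% of green nuclei. *Cacna2d3* had 164.6 ± 53.6 CPM in orange and 60.6 ± 12.2 CPM in all other neuronal nuclei (log2 fold change 1.41, SE 0.201, edgeR adjusted p 0.104). The log2 fold change of *Dnah1* was 1.43 (SE 0.217, edgeR adjusted p 0.105). In the same mouse, *Cacna2d3* was found in 33.6 ± 11.3 points and *Dnah1* in 32.2 ± 8.89 points more of the orange nuclei than of the others (the exact sign-flip p is the smallest that 4 mice allow). The list of voltage-gated calcium channel genes, which holds *Cacna2d3*, had 13 of 18 members higher in orange nuclei (median log2 fold change 0.23, 1 up and 1 down adjusted over the list alone, 0 over all genes by edgeR, 6 up and 1 down at an unadjusted p under 0.05, 1 up and 1 down by DESeq2, 1 up by limma, camera adjusted p 0.000607, adjusted p = 0.262 with an estimated correlation).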

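*Hap1* was detected in every orange and every green nucleus and in 81.3 ± 3.77% of red nuclei. *Baiap3* (chromosome 17, 25242659 to 25256364, overlapped by *Tsr3*) was found in every orange nucleus and in 94.3 ± 3.91% of green, 77.8 ± 8.28% of purple and 58.9 ± 12.1% of red nuclei. In orange nuclei *Baiap3* had 1100 ± 183 CPM against 586.9 ± 77.2 CPM in all others (log2 fold change 0.90, SE 0.093, edgeR adjusted p 0.042), and *Hap1* a log2 fold change of 0.86 (SE 0.106, adjusted p 0.0852). *Hap1* was higher in green than in red nuclei (1.71, SE 0.152, edgeR adjusted p 0.00118, but 0.0104 without A2 and 0.0133 without B1). *Bcan* was lower in orange nuclei than in all others (-3.94, SE 0.360, edgeR adjusted p 0.0311). Fast firing genes were lower in orange nuclei for 25 of 25 members (median log2 fold change -0.68, 2 lower adjusted over the list alone, 0 over all genes by edgeR, 12 at an unadjusted p under 0.05, 6 by DESeq2, 1 by limma, camera adjusted p 2.54e-10, adjusted p = 0.201 with an estimated correlation).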

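*Nxph1* was detected in 75.9 ± 7.34% of orange and 48.2 ± 5.04% of green nuclei, and *Stxbp2* in 55.4 ± 7.99% and 17.1 ± 4.27%. From green to orange nuclei the log2 fold changes were -2.39 for *Stxbp2* (SE 0.297) and -0.93 for *Nxph1* (SE 0.189), each lower in green, with edgeR adjusted p values of 0.203 and 0.486. Against all other neuronal nuclei, orange nuclei had a log2 fold change of 0.78 for *Nxph1* (SE 0.127, edgeR adjusted p 0.114) and of 0.37 for *Stxbp2* (SE 0.206, adjusted p 0.637, higher in 3 of 4 mice), which was -0.55 in the rebuild from nuclei failing no criterion.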

Finally, the blue cluster5 was positive for *Adcyap1*, *Stxbp2* and *Nxph4*, and further characterized by transcription factors including *Foxb1*, *Nkx2-1*, *Lhx1* (Fig. 2h and Supplementary Fig. 5f), several of which have been reported in the hypothalamus^35–37^, while *Foxb1* has been described in the mammillary nucleus^38^.

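In the 40 blue nuclei *Adcyap1* was detected in 38, *Stxbp2* in 35, *Nxph4* in 32, *Foxb1* and *Nkx2-1* in 29 each and *Lhx1* in 26. *Stxbp2* had 627.2 ± 155 CPM in blue and 85.7 ± 11.5 CPM in all other neuronal nuclei (log2 fold change 2.85, SE 0.313, edgeR adjusted p 0.00393). *Grm2* had 615.4 ± 108 against 47.0 ± 5.59 CPM (3.70, SE 0.334, edgeR adjusted p 0.000959). *B230323A14Rik*, a transcript antisense to *Foxb1*, had 220.1 ± 25.1 against 8.46 ± 2.50 CPM (edgeR adjusted p 0.00838, but 0.0215 without A2, 0.0159 without B1 and 0.0327 without B2). Its exons overlap those of *Foxb1*, and reads without strand cannot be parted between the genes there, so this call may rest in part on *Foxb1* RNA. In the rebuild from nuclei failing no criterion *Stxbp2*, *Grm2* and *B230323A14Rik* no longer passed the threshold, nor did they in clusters built without the named genes and markers. In clusters built from genes that exclude the tested gene, *Stxbp2* and *B230323A14Rik* did not pass it. *Foxb1* (chromosome 9, 69757710 to 69760940) had 90.1 ± 37.6 against 4.03 ± 3.14 CPM (log2 fold change 4.66, SE 0.901, edgeR adjusted p 0.0755). *Nkx2-1* had 107.0 ± 56.3 against 6.08 ± 3.94 CPM (edgeR adjusted p 0.176) and *Lhx1* 63.5 ± 35.3 against 1.14 ± 0.468 CPM (adjusted p 0.0976). *Nxph4* (log2 fold change 1.52, SE 0.479) and *Adcyap1* (0.96, SE 0.333, higher in 3 of 4 mice) had edgeR adjusted p values of 0.295. Of 7 tested mammillary and tuberal hypothalamic transcription factors, 6 were higher in blue nuclei (3 adjusted over the list alone, 0 over all genes by edgeR, 5 up and 1 down at an unadjusted p under 0.05, 5 up by DESeq2, 0 by limma, camera adjusted p 3.92e-14, adjusted p = 0.137 with an estimated correlation). The list holds *Foxb1*, *Nkx2-1* and *Lhx1*, which are among the published markers that gave the blue cluster its name, so its result is not independent of that match.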

Many genes were thus expressed in more than one *Pitx2*-positive cluster while others appeared more selective, results that motivated further analysis. Next, by using the t-SNE algorithm to plot the distribution of the genes, a gradient expression from high to low along the t-SNE-2 axis was evident (Fig. 2i–o and Supplementary Fig. 6). This was apparent for several genes, such as *Baiap3*, which was highly expressed in several clusters (Fig. 2i), and for *Kcnab3*, *Fgf11* and *Stard5* that were predominantly expressed in the purple cluster0 and upper part of the red cluster3, but sparsely expressed in the other clusters (Fig. 2j). 

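Spearman correlations of these genes were computed across all neuronal nuclei of each mouse, without cluster labels. Differences between clusters alone can give such correlations, and gradients within a cluster were not tested. The paper picked these genes from the same nuclei. *Kcnab3* rose with *Fgf11* (mean rho 0.295 ± 0.068 over the 4 mice) and *Stard5* (0.271 ± 0.063), *Fgf11* rose with *Stard5* (0.194 ± 0.104), and *Baiap3* rose with *Gpx3* (0.420 ± 0.073) and *Fxyd6* (0.375 ± 0.063). *Kcnab3* fell with *Baiap3* (-0.466 ± 0.065) and *Gpx3* (-0.285 ± 0.098). Each of these 7 pairs had one sign in 4 of 4 mice (the exact sign-flip p is the smallest that 4 mice allow, adjusted p 0.158 over 38 gene pairs).

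**Figure D3:**
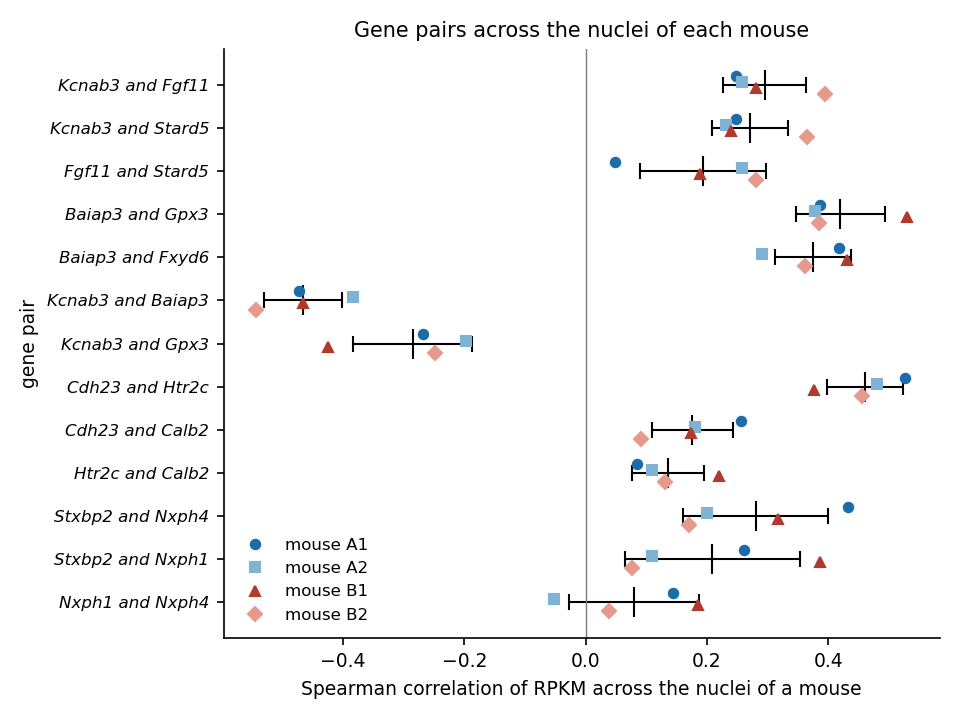
Spearman correlation between 2 genes across the nuclei of each mouse. Each point is 1 mouse, and lines give the mean and SD over the 4 mice.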

A difference was also found along the t-SNE-1 axis (Fig. 2k–o). For example, *Cdh23, Htr2c* and *Calb2* showed higher expression in the red cluster3 but low or absent expression in the blue cluster5 (Fig. 2k), while *Adcyap1* and *Tac1* were ubiquitously expressed (Fig. 2m). Additionally, *Stxbp2*, *Nxph1* and *Nxph4* were expressed in the red cluster3 and selectively detected in other clusters (Fig. 2n), while *Synpr*, *Glra3*, *Nmbr*, *Col24a1* and *Pvalb* showed more restricted or low expression within specific clusters (Fig. 2o).

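*Cdh23* and *Htr2c* rose together across nuclei (mean Spearman rho 0.460 ± 0.063 over the 4 mice). *Calb2* rose with *Cdh23* (0.176 ± 0.067) and *Htr2c* (0.136 ± 0.059). Each of these 3 pairs rose in 4 of 4 mice (the exact sign-flip p is the smallest that 4 mice allow, adjusted p 0.158 over 38 gene pairs). *Calb2* was detected in 66.0 ± 9.99% of red nuclei and in 84.0 ± 7.96% of green nuclei, where its log2 fold change against all other nuclei was 0.89 (SE 0.184, edgeR adjusted p 0.117). In the 40 blue nuclei *Htr2c* was found in 10, *Calb2* in 9 and *Cdh23* in 3. *Adcyap1* was found in 83.6 ± 7.31% of green, 65.7 ± 13.3% of red, 65.3 ± 6.79% of orange and 60.7 ± 6.22% of purple nuclei. *Tac1* (chromosome 6, 7554879 to 7565834) was found in 69.7 ± 17.3% of orange, 66.9 ± 6.52% of red and 53.6 ± 7.73% of purple nuclei and in 17 of 40 blue nuclei.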

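*Nxph1* was detected in 89.6 ± 7.43%, *Nxph4* in 77.4 ± 11.3% and *Stxbp2* in 72.7 ± 9.89% of red nuclei, and *Nxph1* in 42.3 ± 5.54% and *Nxph4* in 36.4 ± 9.85% of purple nuclei. *Stxbp2* was higher in red than in all other neuronal nuclei (log2 fold change 1.46, SE 0.224, edgeR adjusted p 0.00716, but 0.0179 without A1, 0.0401 without A2 and 0.0319 without B1). *Stxbp2* also missed the threshold without the block, in the rebuild from nuclei failing no criterion, with 20 nearest neighbours, in clusters built without the named genes and markers and in those built from genes that exclude it. *Stxbp2* rose with *Nxph4* (mean Spearman rho 0.280 ± 0.119) and *Nxph1* (0.209 ± 0.144) across the nuclei of each mouse, while *Nxph1* and *Nxph4* had a mean of 0.079 ± 0.107 (0.043 without B1, 0.122 without A2) and rose together in 3 of 4 mice. *Synpr* was found in 23.3 ± 7.07% of red nuclei, and in 10.7% once reads were thinned to 50000 per nucleus. It was lower there than in all others (log2 fold change -2.89, SE 0.354, edgeR adjusted p 0.00216, but 0.0149 without A2 and 0.0149 without B1), and it missed the threshold without the block and with 20 nearest neighbours. *Col24a1* rose with *Nmbr* (mean rho 0.330 ± 0.078). *Pvalb* was found in 13.4 ± 4.35% of all neuronal nuclei and in 17.7 ± 8.13% of red nuclei, and its correlation with *Col24a1* was 0.065 ± 0.060 (0.038 without A1). From these data the paper argues for 3 things side by side, populations of *Pitx2*-positive neurons marked by limited sets of genes, gradients of many genes, and genes that are shared between clusters.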

Taken together, the results of the snRNASeq experiment argue both for the presence of *Pitx2*-positive neuronal populations positive for restricted combinations of genes, for gradients of multiple genes and also that several genes are found expressed in several clusters. This complexity motivated spatial analysis addressing gene expression patterns directly in mouse brain tissue.

### Spatial mapping of selected cluster genes identifies distinct patterns throughout the STN and neighboring structures

Fluorescent *in situ* hybridization (FISH) was performed in multiple brain sections where each mRNA was first compared with Pitx2 mRNA. 16 genes from the six clusters were selected (listed in alphabetical order): *Adcyap1, Baiap3*, *Cacna2d3, Calb2*, *Col24a1*, *Fgf11*, *Glra3, Htr2c, Kcnab3*, *Nmbr*, *Nxph1*, *Nxph4*, *Pvalb, Stxbp2, Synpr* and *Tac1*. For FISH analysis, mRNA-selective probes were synthesized (Supplementary Table 2; complete name of each mRNA, Supplementary Table 3) and analyzed in serial coronal sections encompassing the entire extent of the STN. P28 mice were used throughout to allow direct comparison with the results obtained in the snRNASeq experiment. In addition to the STN, surrounding structures that were identified to contain *Pitx2*-positive (Pitx2+) neurons based on *mCherry* reporter expression (Fig. 1a) were also analyzed to allow an unbiased histological approach: PSTN, PH, LH, retromammillary nuclei (RM) and medial mammillary nuclei (MM). Further, the zona incerta (ZI), was included in the analysis due to its anatomical position close to the dorsal edge of the STN.

Along with Pitx2 mRNA as control, also Vglut2 and Gad1 mRNAs were analyzed to allow identification of neurotransmitter phenotypes. Pitx2 mRNA was first verified in the STN with lower availability in the PSTN, PH, LH, MM, MR and its absence from the ZI (Fig. 3a, b). The STN and PSTN are directly associated anatomically but Pitx2 mRNA is lower in the PSTN than STN allowing a molecular distinction of the two structures (Fig. 3a). Analysis of all 16 selected mRNAs showed their co-localization with Pitx2 mRNA which validated their identification in the sequencing experiment (Table 1 and Fig. 3c–r). 11 of the 16 mRNAs selected from the snRNASeq were detected in the STN: Adcyap1, Calb2, Col24a1, Fgf11, Htr2c, Kcnab3, Nmbr, Nxph1, Nxph4, Pvalb, Stxbp2. However, 5 mRNAs were only found in adjacent structures: Baiap3, Cacna2d3, Glra3, Synpr and Tac1. Apart from the strongly Pitx2 mRNA-positive STN, it was apparent that several mRNAs were detected in both Pitx2+ and Pitx2- cells across some of these other structures (Table 1). FISH results from each structure are further described below. All data is summarized in Table 1.

**Fig. 3:**
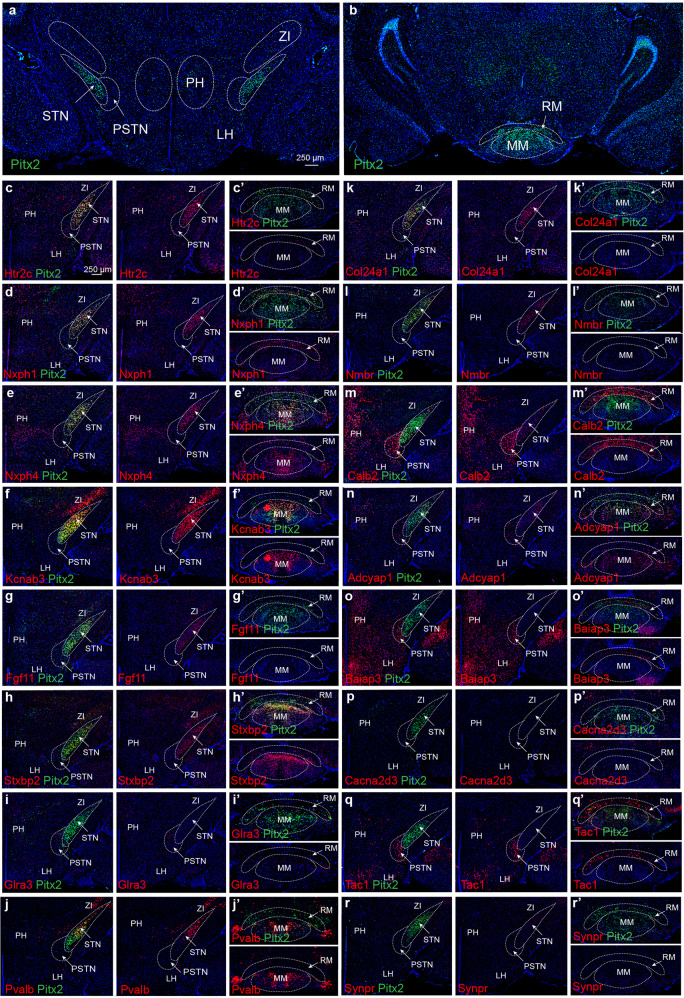
Fluorescent in situ hybridization (FISH) analysis of Pitx2 and 16 selected mRNAs representing cluster genes from the snRNASeq identifies unique patterns in the STN, PSTN and neighboring areas. **a**, **b** Pitx2 mRNA primarily detected in the STN but also seen in the PSTN, LH, PH, ZI, MM and RM. **c**–**r** FISH analysis of Pitx2 mRNA (green) combined with 16 selected markers (red) within the STN, PSTN, ZI, LH and PH (in order presented: Htr2c; Nxph1; Nxph4; Kcnab3; Fgf11; Stxbp2; Glra3; Pvalb; Col24a1; Nmbr; Calb2; Adcyap1; Baiap3; Cacna2d3; Tac1; Synpr mRNAs). Regional distribution detected for all mRNAs in the ventral diencephalic areas assessed. All mRNAs found in the STN except Baiap3, Cacna2d3, Glra3, Tac1, Synpr. All mRNAs in the STN co-localize with Pitx2. Co-localization of mRNA with Pitx2 mRNA is shown in yellow. Scale bar 250 µm. Abbreviations: LH, Lateral hypothalamus; MM, Medial mammillary nucleus; PSTN Parasubthalamic nucleus; PH, Posterior hypothalamus, RM, Retromammillary nucleus; STN: Subthalamic nucleus; ZI, Zona incerta.

**Table 1:** Summary of results obtained by expression analysis of 16 cluster genes with fluorescent in situ hybridization (FISH) analysis of mRNA on mouse brain tissue.

mRNA	STN	PSTN	PH	LH	MM	RM	ZI
Pitx2	+++	+	++	+	+++	+++	0
Vglut2	+++	++	+++	+/++	+++	+++	0
Gad1	+	+	+	+	0	0	+++
Adcyap1	+	+	++	+	++	0	0
Baiap3	0	+++	+++	+++	0	+	+
Cacna2d3	0	0	+/++	0	0	0	0
Calb2	++	+++	+++	++	0	++	+
Col24a1	+/++	+	+	+	0	0	+
Fgf11	+	0	0	0	0	0	+
Glra3	0	+	+	+	0	0	0
Htr2c	+++	+	+	+	0	+	+
Kcnab3	+++	0	+	+	+++	0	+++
Nmbr	+	0	0	0	0	0	0
Nxph1	+++	+	+++	+	0	+++	0
Nxph4	+++	+	++	+	+++	0	+
Pvalb	+/++	+	+	+	++	0	++
Synpr	0	0	+	+	0	0	0
Stxbp2	+/++	0	+	0	+++	+	+
Tac1	0	+++	+	+	0	+/++	0

Semi-quantitative analysis of degree of expression (graded as 0/+, +, ++, +++ for increasing density of positive cells). Vglut2 mRNA included as control for glutamatergic neurotransmitter phenotype.

*PH* posterior hypothalamus, *LH* lateral hypothalamus, *MM* medial mammillary nucleus, *PSTN* parasubthalamic nucleus, *RM* retromammillary nucleus, *STN* subthalamic nucleus, *ZI* zona incerta.

*The STN*: Throughout the extent of the STN structure (Fig. 3a), Pitx2 mRNA co-localized to 100% with Htr2c and Kcnab3 mRNA (Fig. 3c, f). Htr2c was also identified in the ZI, PH and RM but was excluded from the MM and was very weak or absent in PSTN and LH (Fig. 3c-c´). Kcnab3 was equally strong in the STN, ZI and MM, excluded from the PSTN and modest in the other structures (Fig. 3f-f’). Htr2c and Kcnab3 mRNAs were found throughout the STN as was Nxph1 and Nxph4, the last two also strong in the PH (Fig. 3d-d’, e-e´). Further, Stxbp2 and Calb2 mRNAs (Fig. 3h, m) were distributed over the STN area but less prominently so than Htr2c, Kcnab3, Nxph1 and Nxph4, and these mRNAs were also found in additional areas. Fgf11 and Nmbr showed a regional distribution with Nmbr more medial than Fgf11 (Fig. 3g, l). Nmbr was unique to the STN while Fgf11 was also in the ZI, however, both mRNAs were detected at very low levels. Pvalb mRNA, on the other hand, was strong in the central and lateral aspects of the STN while Col24a1 mRNA showed almost the opposite pattern with strong medial detection (Fig. 3j, k). Adcyap1 was sparse but detected in the central aspect of the STN while excluded medially and laterally (Fig. 3n). Regional distribution of several mRNAs along the STN structure thus points towards an internal organization of the STN with molecular properties that dissociate medial, central and lateral areas. All mRNAs detected in the STN co-localized with Pitx2 mRNA.

*The PSTN*: In contrast to the STN, the PSTN showed substantial amount of cells positive Baiap3, Glra3 and Tac1 mRNAs that were absent from the STN (Fig. 3i, o, q). These markers thus allow a spatio-molecular separation between the STN and PSTN beyond the substantially weaker expression of the *Pitx2* gene itself in PSTN than STN (Fig. 3a). Most of the PSTN neurons are Pitx2-negative (Fig. 3a–r), and Baiap3, Glra3, Tac1 were all found primarily in Pitx2- cells. In contrast to the more PSTN-restricted Tac1 and Glra3 mRNAs, Baiap3 was found broadly distributed in the hypothalamic areas and the MM, in both Pitx2-positive and Pitx2-negative areas, and also lining the STN in Pitx2-negative cells (Fig. 3o–o´). Substantial Calb2 mRNA was found in Pitx2+ and some Pitx2- cells of the PSTN (Fig. 3m). Nxph1, Htr2c, Col24a1 and Adcyap1 mRNAs were found in Pitx2+ and Pitx- cells at low levels in the PSTN (Fig. 3c, d, m, n), Nxph4 and Pvalb were detected at low levels exclusively in Pitx2- cells (Fig. 3d, j), and Cacna2d3 was not detected in either the PSTN or the STN (Fig. 3p). Summarizing the PSTN, based on the spatial expression data, primarily Tac1, but also Glra3, can be used to anatomically pinpoint the PSTN structure. Spatio-molecular mapping of the STN and PSTN thus demonstrate that these structures, despite their anatomical association, have different molecular profiles.

*The PH and LH*: Turning attention to the PH and LH, several of the mRNAs identified in the sequencing experiment were found distributed in these areas. In fact, the PH was positive for all mRNAs analyzed apart from Nmbr and Fgf11, while the LH in addition to these two mRNAs also lacked Cacna2d3 and Stxbp2. The differential expression of Cacna2d3 and Stxbp2 thus separate the PH and LH molecularly. Further, Cacna2d3 was exclusive in Pitx2-positive neurons of the PH out of all structures analyzed, suggesting its origin in the snRNASeq experiment be derived from PH neurons. Also Synpr was absent from the STN and all other structures but present in Pitx2-positive population of the PH (and Pitx2-negative population of LH). Adcyap1 was found in the Pitx2-positive population of the PH and Pitx2-negative neurons of the LH, but was not unique to the PH and LH as it was also found in the STN, PSTN, MM, in agreement with its ubiquitous presence in the cluster analysis. Nxph1, Nxph4, Calb2 and Baiap3 mRNAs were all readily detected in the PH (Fig. 3d, e, m, o) while Adcyap1, Cacna2d3 and Synpr were seen at low-to-moderate levels (Fig. 3n, p, r). Calb2 and Baiap3 mRNA labelings were strong in the adjoining LH (Fig. 3m, o). Calb2 and Synpr mRNAs were identified in both green sequencing clusters while Nxph1 differed between the two green clusters. Here, in the spatial expression analysis, Adcyap1, Synpr and Nxph4 were detected at lower levels in the LH than PH while Nxph1 mRNA was barely detected at all in the LH (Fig. 3d, e, n, r). In contrast, in the PH, Nxph1 mRNA labeling was strong and mostly confined to Pitx2-negative cells (Fig. 3d). Summarizing, in addition to Cacna2d3 and Stxbp2 mRNAs, also Nxph1 mRNA is thus segregated between the LH and PH.

*The ZI*: Most of the genes identified in the sequencing were absent or very sparsely detected in the ZI, which was identified as Pitx2-negative. However, Kcnab3 mRNA, which was prominent in the STN and MM, was also found in the ZI (Fig. 3f). Both Pvalb and Htr2c mRNAs showed regional distribution patterns within the ZI, thus representing ZI domains with distinct molecular identity (Fig. 3c, j).

*The MM and RM*: The MM and RM were the areas least positive areas for the selected markers, as only a minor subset of mRNAs could be detected here. Nmbr, Fgf11, Glra3, Synpr, Cacna2d3, Col24a1 were not represented by either RM or MM. However, visible differences between these anatomically adjacent areas were evident. Nxph1, Calb2 and Tac1 mRNAs were detected in moderate-to-high levels in the RM (Fig. 3d’, m’, q’) while Baiap3 and Htr2c were detected at low levels in this area (Fig. 3c’, o’). In contrast, none of these mRNAs were detected at all in the MM (same figures). Further, Kcnab3, Stxbp2, Nxph4, Adcyap1, Pvalb mRNAs were readily detected in the MM, but completely absent from the RM (Fig. 3e’, f’, h´, j’, n’). The molecular identity of neurons located in the MM and RM thus differ substantially. In fact, their spatio-molecular patterns are almost completely complementary. Pitx2 mRNA co-localized strongly with the identified markers in both the MM and RM with Nxph1 showing complete overlap with Pitx2 mRNA in the RM.

With the integrative data from both sequencing and FISH at hand, by summarizing the sequencing data in dotplot format (Fig. 4a), and by comparing expression levels detected in mouse brain sections (Fig. 4b), several genes identified by snRNASeq in the Pitx2-selected neuronal population can be confirmed as highly expressed in Pitx2+ neurons in the ventral diencephalon. As described, others are more poorly represented in brain sections than anticipated from the sequencing results. In summary, histological analysis allowed spatial mapping of all the 16 selected cluster genes originated from the snRNAseq experiment. The STN expressed 1 l of these 16, while five were represented within the adjacently located PSTN, PH, LH, ZI, RM and/or MM. Apart from Nmbr which was only detected in the STN, none of the 11 genes was uniquely found in the STN. Instead all other genes expressed in the STN were also positive in at least one more its surrounding areas (Table 1, Fig. 3, Fig. 4b). However, within the STN structure, distinct expression patterns were discerned based on spatial location, abundance and co-localization with Pitx2 mRNA.

**Fig. 4:**
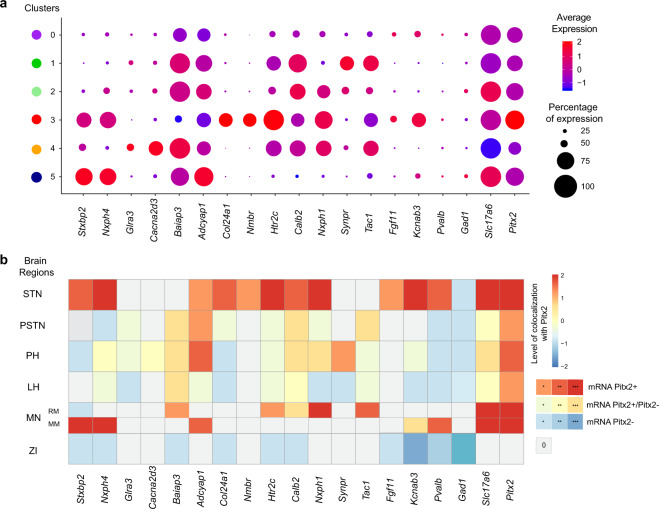
Summary of snRNA-seq and FISH data obtained with the 16 selected markers across the ventral diencephalon. **a** Sequencing data summarized as dotplot for the selected markers across each cluster. Averaged expression shown from low (blue) to red (high) and size of dot representing the percentage of cells the gene. **b** Semi-quantitative analysis of FISH data summarized in a form of a heatmap (graded as 0, 0/+, +, ++, +++ for increasing density of co-localization with Pitx2 (shades of red) or detected in Pitx2-negative cells (blue)). Abbreviations: PH, Posterior hypothalamus; LH, Lateral hypothalamus; MN, Mammillary nucleus; MM, Medial mammillary nucleus; PSTN, Parasubthalamic nucleus; RM, Retromammillary nucleus; STN, Subthalamic nucleus; ZI, Zona incerta.

### Molecular distinction of four spatio-molecular domains within the STN structure

Regional expression of certain genes within the mouse STN pointed towards the presence of molecularly defined domains within this structure. Combinatorial mRNA analysis was next performed on multiple sections across three anterior-posterior brain levels of the STN and its associated PSTN to outline the spatial relationship between mRNAs identified in these areas.

Based on the identification of Col24a1 and Pvalb mRNAs as differently distributed along the medio-lateral axis of the STN, their putative co-localization was of particular interest. Pitx2 mRNA, stronger in the STN than PSTN (Fig. 5a), outlined the entire STN/PSTN structure while Tac1 mRNA now enabled the PSTN to be completely dissociated from the STN (Fig. 5b). Again, Col24a1 mRNA was locally distributed within the medio-ventral aspect of the STN while barely detected in the remaining STN (Fig. 5c). On the other hand, Pvalb mRNA was most strongly detected in the dorso-lateral STN (Fig. 5d). Further, as described above, Pvalb was also found in a Pitx2-negative cell group dorso-laterally of the STN, located within the area of ZI (Fig. 5d, e). By comparing Pvalb with both Vglut2 (Fig. 5f) and Gad1 (Fig. 5g) mRNAs, it was clear that Pvalb+ neurons in the ZI are mostly GABAergic and Pvalb+ in the STN mostly glutamatergic, in accordance with the major neurotransmitter phenotypes of each area (Fig. 5f, g). Col24a1/Pvalb co-localization analysis further revealed that Col24a1 and Pvalb mRNAs were almost completely mutually exclusive within the STN, except for cells located in the intersection of their domains, that were positive for both (Fig. 5e). Col24a1 and Pvalb mRNAs thus enable classification of into three distinct anatomical domains within the STN: the medial STNa positive for Col24a1, the central STNb positive for both Col24a and Pvalb which partly overlap, and the lateral STNc, positive for Pvalb (summarized in Fig. 5h).

**Fig. 5:**
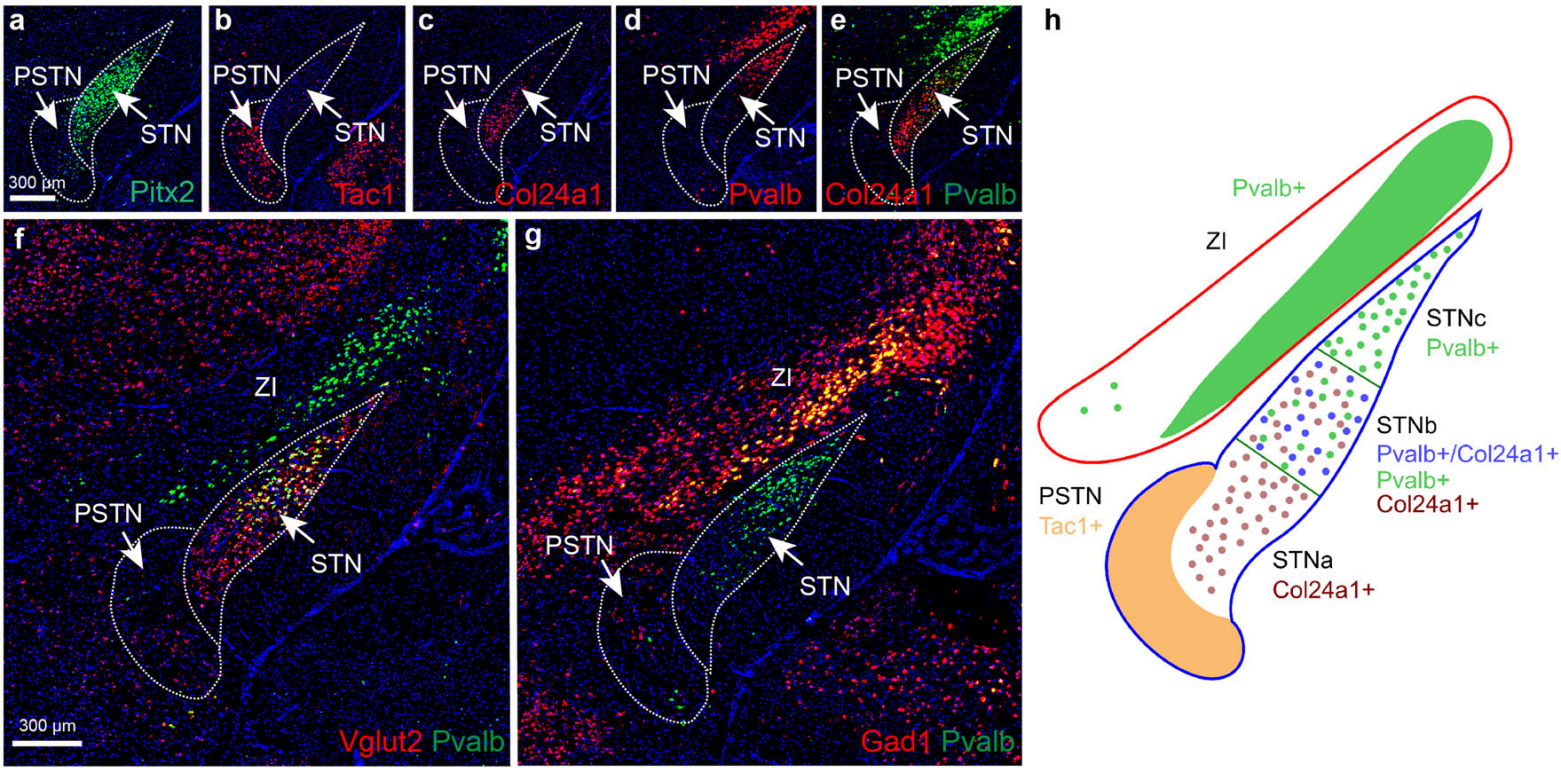
Fluorescent in situ hybridization (FISH) analysis identifies three major molecularly distinct domains across the STN and one domain within the ZI. Regional ventral *vs* dorsal distribution of mRNAs. **a** Pitx2 mRNA covers STN and is less distributed in PSTN; **b** Tac1 in PSTN; **c** Col24a1 primarily in ventral STN; **d** Pvalb primarily in dorsal STN; **e** Col24a1/Pvalb2 co-localization identified in the central aspect of the STN. **f** Pvalb/Vglut2 co-localization in the STN; **g** Pvalb/Gad1 co-localization in the ZI but not in the STN. **h** Schematic illustration of results presented by FISH: PSTN defined by Tac1 mRNA; ventral STN by Col24a1 mRNA; central STN by co-localization Col24a1/Pvalb mRNAs; dorsal STN, and adjoining ventral aspect of the ZI, by Pvalb mRNA. Red outline of the ZI defining its GABAergic neurotransmitter phenotype (identified by Gad1); blue outline of the STN defining its glutamatergic neurotransmitter phenotype (identified by Vglut2). Scale bar 300 µm. Abbreviations: PSTN, Parasubthalamic nucleus; STN, Subthalamic nucleus; ZI, Zona incerta.

Next, Htr2c, Kcnab3, Nxph1, Nxph4 and Calb2 mRNAs were compared in the STN, PSTN and ZI (Fig. 6a–d). As described above, these mRNAs were all present throughout the STN where they co-localized with Pitx2. In contrast, of these four mRNAs, only Calb2 was strong throughout the PSTN, while the other were sparse (Htr2c, Nxph1, Nxph4) or even absent (Kcnab3). Calb2 mRNA was dense in the PSTN and in the dorsal aspect of the medial STN (STNa) with only scattered distribution in the remaining STN (STNb, STNc). Further, Nxph1/Nxph4 co-localization analysis identified complete overlap throughout the STN apart from a dorsal strip which showed a Nxph1+/Nxph4− phenotype (Fig. 6c). Thus, while prominent detection of Htr2c, Kcnab3, Nxph1, Nxph4 and Pitx2 mRNAs characterizes the vast extent of the STN structure, a distinct dorsal domain lacks Nxph4. This domain, STNds (dorsal strip), was present primarily dorsally of the STNc. The spatio-molecular mapping thus enable the distinction of the mouse STN into four domains, STNa/b/c/ds, and also the clear molecular distinction of the STN from the PSTN structure (summarized in Fig. 5h, Fig. 6e, Table 2). In the ZI, Kcnab3 and Htr2c mRNAs were almost completely mutually exclusive (ventral vs dorsal ZI; Fig. 6a, b), while Calb2 mRNA was scattered in the dorsal part of the ZI (Fig. 6d). These findings thus allow further insight also in the GABAergic ZI, located at the dorsal border of the STN (schematics in Fig. 5h, Fig. 6e).

**Fig. 6:**
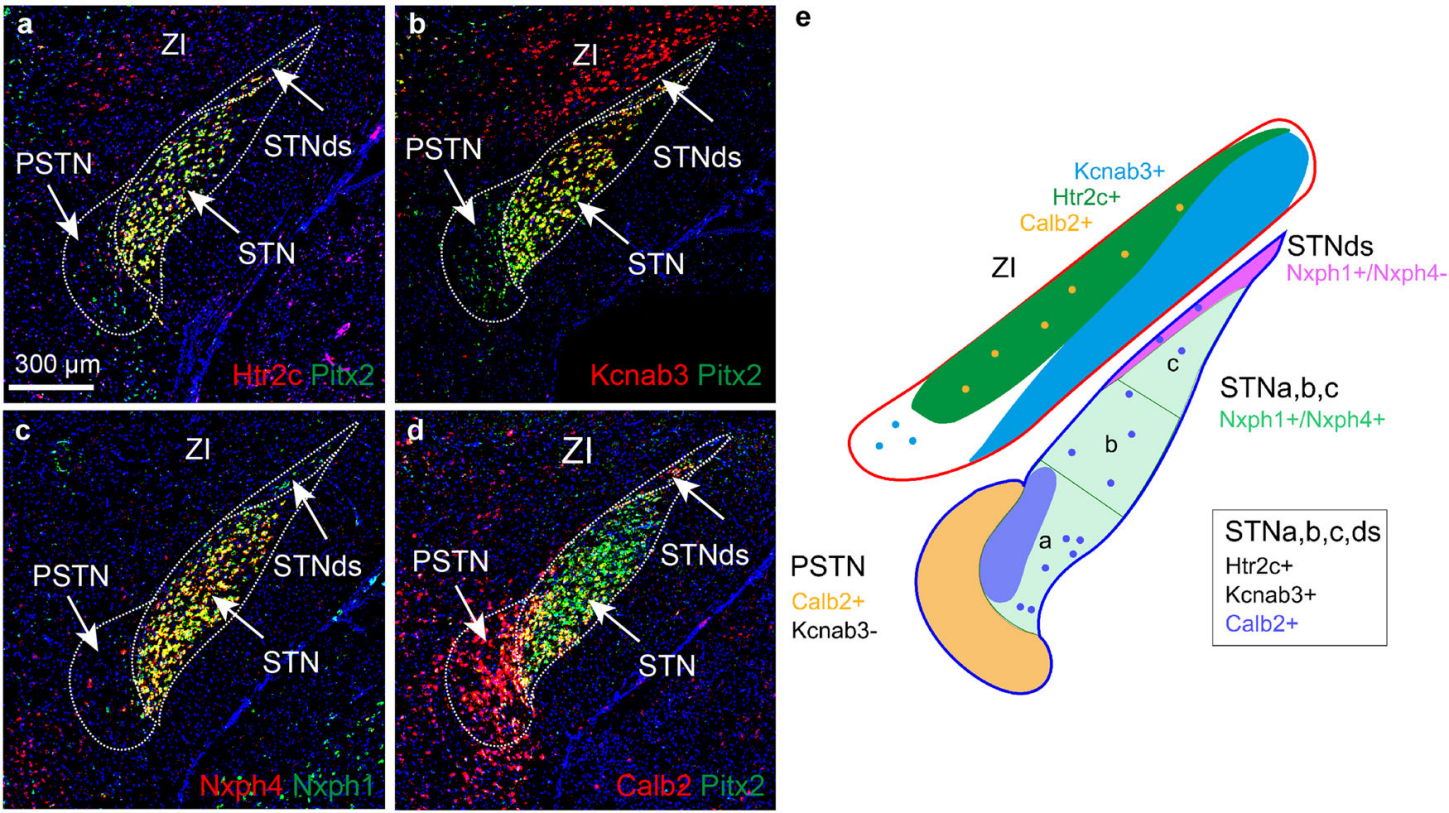
Identification of additional molecularly distinct domains in the dorsal aspect of the STN and within ZI. Regional distribution of mRNAs: **a** Htr2c/Pitx2; **b** Kcnab3/Pitx2; **c** Nxph4/Nxph1; **d** Calb2/Pitx2 co-localiztion analysis; **e** Schematic illustration of results presented by FISH: PSTN defined by Calb2 and absence of Kcnab3, and STNa/b/c/ds by Htr2c, Kcnab3, Nxph1 and scattered Calb2. STNds is further distinct from the STNa/b/c (Nxph1+/Nxph4+) by absence of Nxph4 (Nxph1+/Nxph4−). Distinct patterns in ZI defined by either Knab3 (primarily ventral ZI), Htr2c (primarily dorsal ZI), Calb2 (scattered in dorsal ZI) mRNAs. Scale bar 300 µm. Abbreviations: PSTN, Parasubthalamic nucleus; STN, Subthalamic nucleus; STNds, Subthalamic nucleus, dorsal strip; ZI, Zona incerta.

**Table 2:** Summary of results obtained by expression analysis of 16 cluster genes with double-fluorescent in situ hybridization (FISH) analysis of mRNA in the subthalamic area.

	BRAIN REGION				
		STN			
mRNA	PSTN	STNds	STNa	STNb	STNc
Pitx2	+	++	+++	+++	+++
Vglut2	++	++	+++	+++	+++
Gad1	+	+	0	0	+
Adcyap1	+	0	0	+	0
Baiap3	+++	0	0	0	0
Cacna2d3	0	0	0	0	0
Calb2	+++	+	++	+	+
Col24a1	+	0	+++	++	0
Fgf11	0	0	0	+	+
Glra3	+	0	0	0	0
Htr2c	+	++	+++	+++	+++
Kcnab3	0	++	+++	+++	+++
Nmbr	0	0	+	+	0
Nxph1	+	++	+++	+++	+++
Nxph4	+	0	+++	+++	+++
Pvalb	0	++	0	++	+++
Stxbp2	0	0	+	+	+
Synpr	0	0	0	0	0
Tac1	+++	0	0	0	0

Semi-quantitative expression analysis of degree of co-localization between mRNAs in the PSTN and four de novo identified domains of the STN: STNa, STNb, STNc and STNds (graded as 0, +, +, ++, +++ for increasing density of positive cells).

*PSTN* parasubthalamic nucleus, *STN* subthalamic nucleus, *ds* dorsal strip.

Next, the following probe combinations were tested (Fig. 6a–r): (a) Pitx2/Vglut2; (b) Pitx2/Calb2; (c) Pitx2/Baiap3; (d) Htr2c/Baiap3; (e) Kcnab3/Baiap3; (f) Col24a1/Baiap3; (g) Pitx2/Glra3; (h) Pitx2/Tac1; (i) Htr2c/Tac1; (j) Pitx2/Gad1; (k) Pitx2/Htr2c; (l) Htr2c/Nxph1; (m) Htr2c/Nxph4; (n) Nxph1/ Nxph4; (o) Pitx2/Col24a1; (p) Pvalb/Pitx2; (q) Pvalb2/Col24a1; (r) Tac1/Calb2. Results are presented in Fig. 7 and Table 2. By analyzing these combinations of mRNAs in multiple sections along the anteroposterior axis, additional patterns could be identified. Further, using these mRNAs as markers within the STN and PSTN, it was possible to follow their anatomical distribution as their shape changed along the three-dimensional axes (S1–S3 section levels, throughout Fig. 7). Across the entire subthalamic area, Pitx2 and Vglut2 mRNAs were confirmed to show higher levels in the STN than PSTN, where both were sparse (Fig. 7a).

**Fig. 7:**
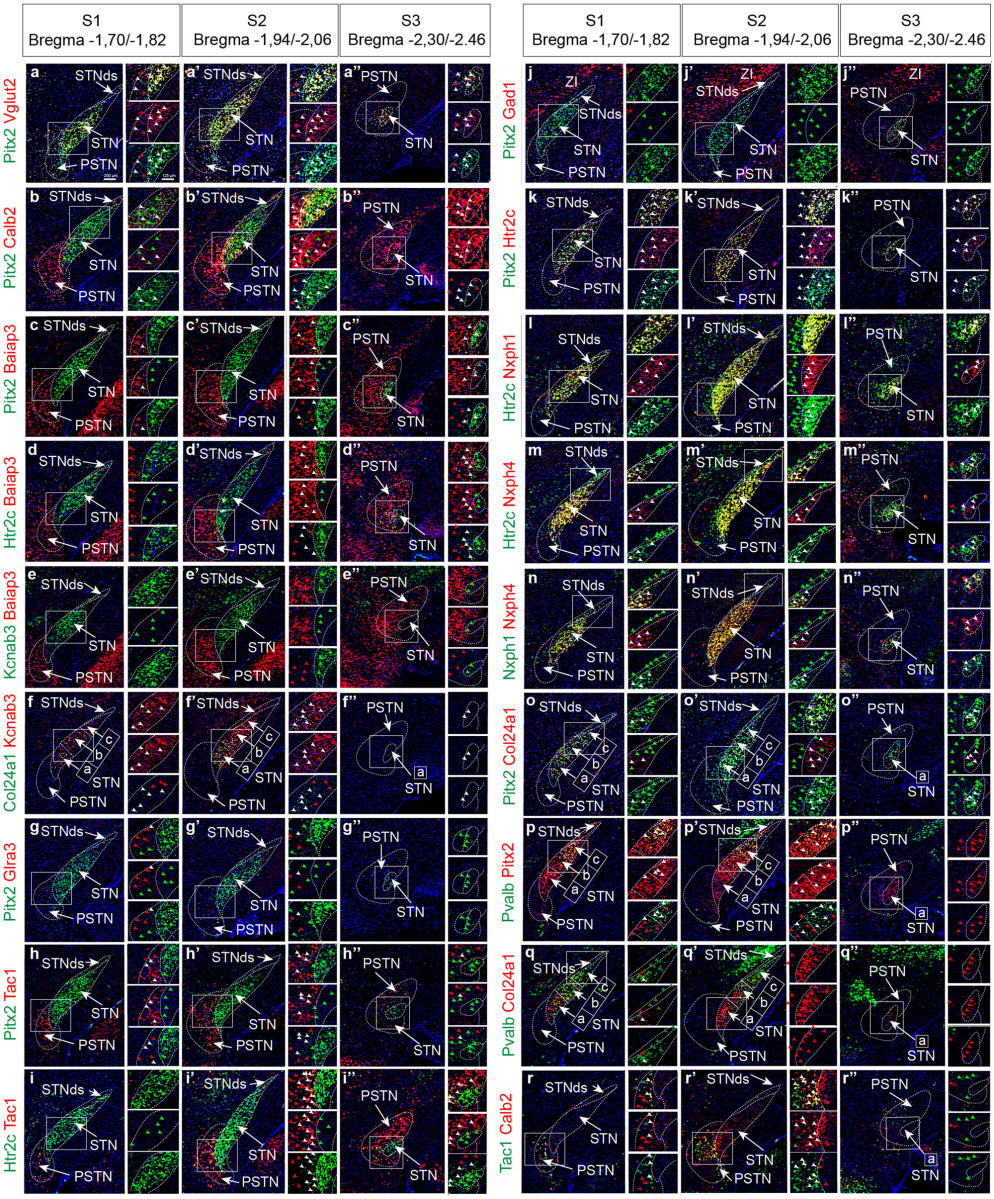
Altogether four distinct spatio-molecular domains identified within the mouse STN defined by combinatorial expression patterns. **a**–**r** Combinatorial FISH analysis comparing mRNAs towards each other allows distinction into STNa/STNb/STNc/STNds domains based on detection of several mRNAs. Three levels along the antero-posterior axis analyzed for complete revelation across the STN structure. mRNAs analyzed, in order presented: **a** Pitx2/Vglut2; **b** Pitx2/Calb2; **c** Pitx2/Baiap3; **d** Htr2c/Baiap3; **e** Kcnab3/Baiap3; **f** Col24a1/Kcnab3; **g** Pitx2/Glra3; **h** Pitx2/Tac1; **i** Htr2c/Tac1; **j** Pitx2/Gad1; **k** Pitx2/Htr2c; **l** Htr2c/Nxph1; **m** Htr2c/Nxph4; **n** Nxph1/Nxph4; **o** Pitx2/Col24a1; **p** Pvalb/Pitx2; **q** Pvalb/Col24a1; **r** Tac1/Calb2 presented in green/red with corresponding color of arrows and with white arrow heads representing co-localization. Scale bar 200 µm and 125 µm (insets). Abbreviations: dsSTN, dorsal strip of STN; FISH, fluorescent in situ hybridization; STN, Subthalamic nucleus; PSTN, Parasubthalamic nucleus; ZI, Zona incerta.

Throughout the S1-S3 levels, the whole extent of the STN was confirmed as positive for Pitx2, Vglut2, Htr2c, Nxph1 and Kcnab3 (Fig. 7a, d, e, f, k, l, m, n). Taken together with the co-localization analysis of each mRNA with Pitx2 shown above (Fig. 3), by comparing the patterns of several mRNAs (Fig. 7), it was evident that also additional markers followed the internal organization identified by Col24a1+(STNa), Col24a1+/Pvalb+(STNb) and Pvalb+(STNc) (Fig. 5 above). The following profiles could be pinpointed for each domain: STNa: Nxph4, Col24a1, Nmbr, Calb2, Stxbp2; STNb: Nxph4, Col24a1 (weaker than in STNa and partly overlapping with Pvalb), Pvalb, Stxbp2, Calb2, Nmbr, Fgf11, Adcyap1; STNc: Nxph4, Pvalb (stronger than in STNb), Fgf11, Stxbp2, Calb2; STNds: Pvalb2, Calb2, Gad1. Calb2 was strongest in STNa and scattered in STNb/c/ds. Further, in the STNds and STNc, Gad1 mRNAs was found in both Pitx2+ and Pitx2- cells. In addition to distinct markers representing each STN domain, the STNa/b/c/ds domains differed further in the actual extent of cells positive for each marker, and also their degree of overlap with Pitx2 and each other (Table 2, Figs. 5–7).

Finally, by summarizing all gene expression patterns identified in the STN and PSTN, our data allowed their visualization in three spatio-molecular maps across the anteroposterior axis (Fig. 8). Here, it is evident that the genes identified in the snRNASeq analysis and subsequently mRNA-mapped spatially in brain sections now enable the distinction of the STN from the anatomically associated PSTN, and also provide molecular evidence for the subdivision of the STN structure into four internal domains (STNa/b/c/ds), the functional relevance of which remains to resolve.

**Fig. 8:**
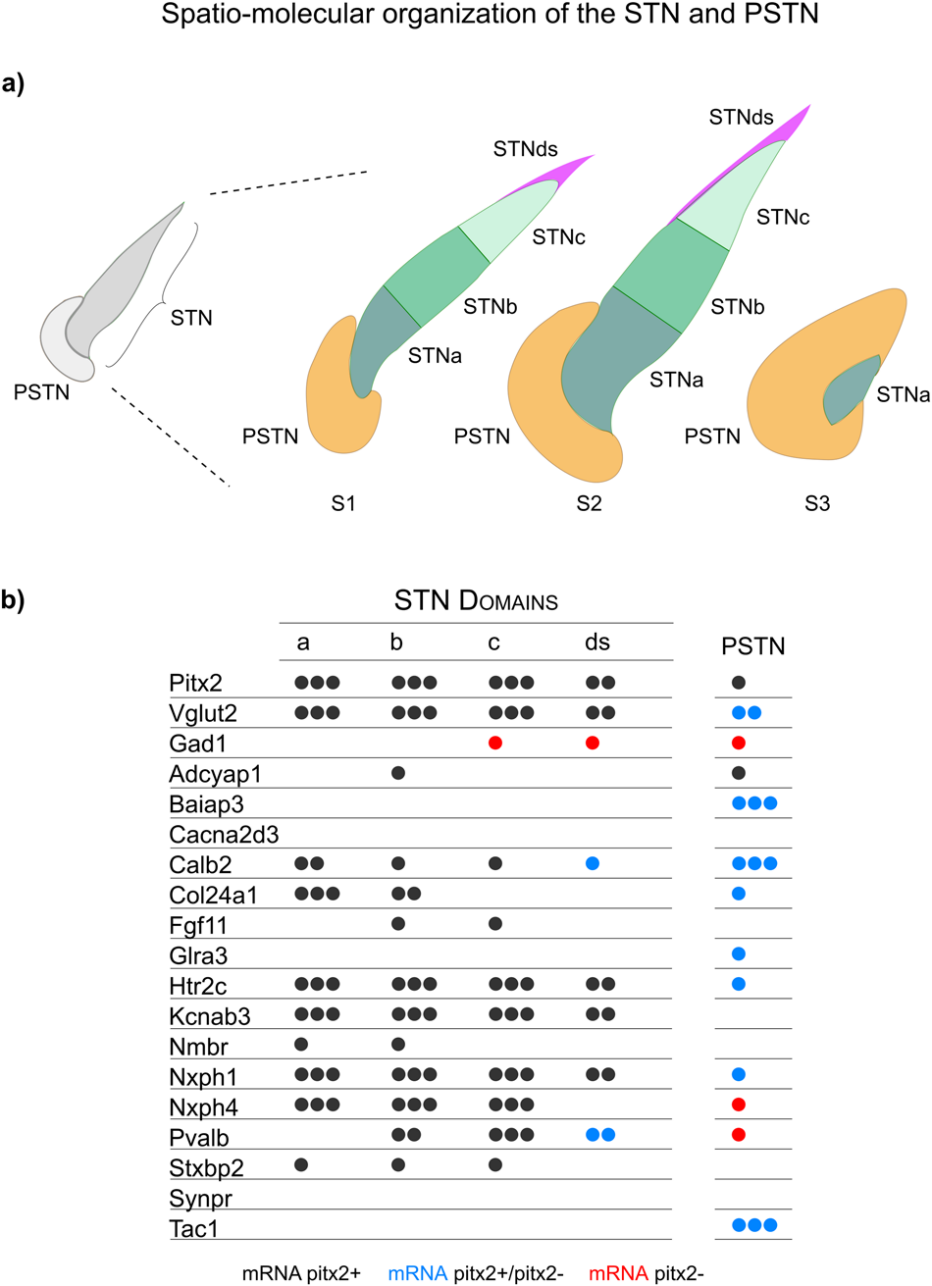
Summary of the spatio-molecular organization defining four internal STN domains, and their separation from the PSTN. **a** Left: Gross schematics of the STN and PSTN in dark and light gray representing the previously known distribution of Pitx2 and Vglut2 mRNAs which are both stronger in STN than PSTN. Right: snRNASeq and FISH data presented in present study now allow spatio-molecular distinction of the STN and PSTN based on molecular markers and anatomical positions. mRNA pattern analysis at three brain levels (S1-S3) shows how the anatomy of the STN and PSTN changes with anteroposterior levels, with the STN surrounded by PSTN at the S3 level. The data also allows further separation of the STN structure into four molecularly distinct internal domains: the STNa, STNb, STNc and STNds. Note that STNds represents a dorsal strip only present at the S1 and S2 levels. At S3 level, only STNa and PSTN detected. **b** Table shows representation of mRNAs detected in each STN domain (STNa, STNb, STNc and STNds) and in the PSTN by FISH analysis in mouse brain tissue; data also presented in Table 2. Note that co-localization with Pitx2 mRNA is presented with color coding: Black mRNA, Pitx2+; Blue mRNA, Pitx2+/Pitx2-mixed; Red mRNA, Pitx2-. Abbreviations: FISH, fluorescent in situ hybridization; STN, Subthalamic nucleus; PSTN, Parasubthalamic nucleus.

## Discussion

The internal organization of the STN has been a matter of debate for many years with the prevailing tripartite hypothesis of the primate STN both supported and refuted^15,17,20,21^. Here, we identify 11 gene expression patterns that by defining four molecularly distinct domains directly support the concept of internal domains within the STN of the mouse. In addition, distinct mRNA patterns are shown to represent the PSTN, a structure anatomically associated with the medial aspect of the STN, the ZI which lines the dorsal aspect of the STN, as well as hypothalamic and mammillary areas in the vicinity of the STN.

The integrated snRNASeq—bioinformatics—histology approach allowed us to construct organizational maps of the subthalamic area by reaching from molecular analysis to in situ expression analysis of selected genes of interest. This approach also opened up for an inclusive analysis of several brain areas in the ventral diencephalon independent of their expression of the *Pitx2* gene, on which the initial selection of cells was based. Further, by anatomically addressing multiple sections across the area, by applying a range of combinations of probes, and by assessing neurotransmitter identity, several neurobiological aspects could be approached. This previously unidentified organization outlines the heterogeneity of the subthalamic area and opens up for opportunities towards increased understanding of the elusive STN and its neighboring structures.

By far the most striking findings were those related to the STN itself. Of the 11 STN mRNAs detected in the STN, Htr2c, Nxph1 and Kcnab3 were found at high levels throughout the STN forming a group of markers that, together with Pitx2 and Vglut2, can now be used to define the entire structure. In contrast, Nxph4, Col24a1, Pvalb, Stxbp2, Fgf11, Nmbr, Calb2 and Adcyap1 mRNAs showed spatially restricted distribution along the mediolateral and anteroposterior axes. Three major domains (STNa, STNb and STNc) along with one small domain (STNds) could be molecularly discerned by selective combinations of mRNAs, the four domains together forming the whole extent of the STN. Spatio-molecular mapping further showed that mRNAs distributed throughout the STNa/b/c domains were to the absolute majority positive for Pitx2. Since Pitx2 mRNA overlaps with Vglut2 mRNA, all these markers represent glutamatergic STN neurons, the main neurotransmitter phenotype of the STN^22,25^. In contrast, STNds was distinct from the STNa/b/c by expression of the *Pvalb* and *Calb2* genes in a mixture of Pitx2+ and Pitx2- cells. Further, a small group of cells in the STNc and STNds expressed the *Gad1* gene and were negative for Pitx2 mRNA, suggesting a local subpopulation of inhibitory neurotransmitter phenotype present within these STN domains.

The anatomical–functional organization of the STN is critical to fully grasp not the least due to the strong clinical relevance of this brain nucleus. In the context of STN-DBS, it is important to bear in mind that surrounding structures are also critical to anatomically–functionally decipher, as the high-frequency stimulation exerted by DBS electrodes often will affect also these^39,40^. Further, in addition to the STN, the closely associated ZI is an important DBS target area. While the glutamatergic STN is a major target area for advanced-stage PD and highly-treatment resistant OCD, the highly GABAergic ZI structure is critical for alleviation of essential tremor^11^. Here we show that not only the STN, but also the ZI, contain domains that can be distinguished by molecular markers. Within the STN structure itself, DBS electrodes in PD are most commonly placed in the dorsolateral aspect, corresponding to the sensorimotor domain according to the tripartite model, while in the limbic and/or associative domain for OCD treatment^6,39,41,42^. However, the efficiency varies substantially between individuals. Various side-effects have been reported, often argued to be a direct consequence of missing knowledge of underlying neurobiology^6,8,18,19^. Clearly, it is of major importance to find the optimal site for placement of electrodes within each target structure and for each type of symptom^43^. For this to be possible, functional studies in mice in which precise anatomical positions can be directly correlated with physiological and behavioral output have strong potential to contribute powerful advances, provided detailed spatio-molecular maps of the structural organization are available.

By identifying markers that define internal domains, the present study provides a highly useful toolbox of spatially precise promoter activities that can be functionally implemented in experimental mouse genetics. Using knockout strategies, we and others have shown that the STN is dependent on both Pitx2^23,24^ and Vglut2^22^ for normal development. Recently, we and others have used Pitx2-Cre or Vglut2-Cre mice for optogenetic activation or inhibition of the STN in adult mice^22,25,27^. Cre-driven viral-genetics in mice, including optogenetics, tract-tracing and electrophysiological approaches, has outstanding capacity to unravel neurobiological underpinnings that may help towards increased selectivity and reliability of clinical interventions^44^. However, the key to experimental selectivity and precision lies in the availability of spatially selective promoters for driving Cre-recombinase^26^. Here, our identification of promoter activity defining internal STN domains opens up a previously unrecognized dimension for anatomical–functional decoding of discrete populations of neurons within the STN. Using the previously unidentified promoters to drive selectivity in each internal STN domain will allow decoding of STN´s role in motor, limbic and associative functions at a higher level of resolution than previously possible. With such information, the four-domain structure identified by molecular profiles should be relevant to compare to the tripartite model of the primate STN. Further, combinatorial gene expression patterns can help towards solving complex functional roles using recent methodological advances of intersectional genetic approaches^45^. In this context, also the putative functional relevance of gradient expression can be deciphered. For example, Col24a1 and Pvalb gradients across the STN could be deciphered functionally to address the clinically relevant hypothesis of putative overlapping functional domains (associative/limbic and associative/motor) that may be critical in STN-DBS applications^16,46^.

Mapping of Pitx2 mRNA itself showed substantially higher levels in the STN over PSTN, PH, LH, MM, RM at the stage of analysis (P28), and it was also established that Pitx2 is absent from the ZI. Interestingly, all these areas contained expression of subsets of genes found in the unsupervised cluster analysis. In fact, five of the cluster genes analyzed in the spatial mapping were not detected at all in the STN but were instead only expressed in these neighboring areas. These findings point towards the enrichment not only for STN neurons in the manual dissection of the STN followed by sorting for a Pitx2-Cre-driven reporter neurons. Primarily Tac1 and Glra3 mRNAs distinguish the PSTN from the STN with Tac1 as the most potent marker due to its high and almost selective detection in the PSTN. In the context of the hypothalamus, recent studies have explored the diversity of this heterogeneous area by means of single cell RNA-seq^35–37^. Here, additional genes distinguishing between hypothalamic neurons of the PH and LH were identified. In contrast to the abundance of cluster genes expressed in hypothalamic neurons, only few were found in the MM and RM. However, the RM and MM displayed almost completely complementary patterns of mRNAs selected from the STN-based cluster analysis. Also, the blue cluster showed unique expression of *Foxb1* which defines the MM, but which is absent from the STN^38^, suggesting the contribution of MM cells to this cluster.

This study addressed the molecular heterogeneity of the STN and additional Pitx2+ structures across the ventral diencephalon using an integrated transcriptomics-histological approach. Additional analyses will likely be required to fully outline the spatio-molecular composition of the STN. However, current data clearly point towards the presence of molecularly defined domains within the STN structure. The internal organization of STN domains identified here provides enhanced anatomical insight, and also lay the grounds for advanced functional decoding of the complex STN structure in physiology and behavior.

## Methods

### Animal housing

Mice of both sexes were used in the study. Mice were housed on a standard 12 h sleep/wake cycle (7:00 A.M. lights on, 7:00 P.M. lights off). Mice were provided with food and water ad libitum and housed according to Swedish legislation (Animal Welfare Act SFS 1998:56) and European Union legislation (Convention ETS 123 and Directive 2010/63/EU). All experiments were conducted with permission from the local Animal Ethical Committee (Uppsala Djurförsöksetiska Nämnd, Uppsala, Sweden).

### Generation and genotyping of transgenic mice

Genotyping of mice was performed by PCR analysis (Supplementary Table 1). Pitx2^Cre/+^ mice^24^ were bred with the floxed mCherryTRAP reporter line (Gt(ROSA)26Sor-mCherry-Rpl10a)^28^, generating mCherryTRAP^Pitx2-Cre^ mice.

### Nuclear extraction and FACS sorting of mCherry-tagged nuclei

Male mCherryTRAP^Pitx2-Cre^ mice at postnatal day 28 (P28) were euthanized and brains quickly removed and put in PBS on ice. Each brain was first cut into 1mm-thick coronal section and the two subthalamic nuclei were dissected out and snap-frozen on dry ice. Tissue was thawed and dissociated using a 1-ml dounce homogenizer (Wheaton) in ice-cold lysis buffer (0.32 M sucrose, 5 mM CaCl_2,_ 3 mM MgAc, 0.1 mM Na_2_EDTA, 10 mM Tris-HCl, pH 8.0, 1 mM DTT, and 1× complete proteinase inhibitor, 0.1 mM Na_2_EDTA-free (Roche)). The homogenate was slowly added over a sucrose layer (1.8 M sucrose, 3 mM MgAc, 10 mM Tris-HCl, pH 8.0, and 1 mM DTT) before a centrifugation process of 2 h 20 min at 30,000*× g* (Beckman J-25 centrifuge with a J13.1 rotor). The supernatant was carefully aspirated and the extracted nuclei in a form of a pellet were resuspended in a nuclear storage buffer (15% sucrose, 10 mM Tris-HCl, pH 7.2, 70 mM KCl, and 2 mM MgCl_2_) containing an additional proteinase inhibitor (Complete, Roche) and an RNAse inhibitor 40 U/μL (RNAseOUT, Invitrogen). Resuspended nuclei were filtered through a 30-μm nylon cup filcon (BD Biosciences, 340625) into BSA-coated FACs tubes for sorting.

Fluorescence-Activated Cell Sorting (FACS) was performed using a BD Influx System and the BD FACS^TM^ software (BD Biosciences) to isolate mCherry-tagged nuclei and single-sort into two 384 well plating containing 2.3 μl of ice-cold lysis buffer with external RNA controls consortium (ERCC) spike ins for subsequent quality control analysis. The nuclei were identified by forward- and side-scatter gating, using a 633-nm laser with a 610/20 filter. A 140-μm nozzle, a sheath pressure of 4.30 psi, an acquisition rate of up to 1200 events per second and a drop frequency of 6.05 kHz were applied (Supplementary Fig. 1). Single nuclei were sorted into two 384 well plates with each plate containing nuclei from only two separate animals that were never pooled. Each plate contained the same amount of nuclei per animal and two wells that were left blank and served as negative controls. The plates were quickly centrifuged after sorting and stored in −80°C until further processing.

### Sequencing and quality control

cDNA libraries were produced and sequenced using a Smart-seq2 protocol^30^. Sequencing of the single-nuclei libraries was performed using Illumina HiSeq 2000. The expression values were computed as reads per kilobase of gene model and million mappable reads (RPKMs) to normalize for varying sequencing depths across sequenced nuclei and the gene lengths. The expression values of merged RefSeq and Ensembl gene annotations were computed as described by Ramsköld and colleagues^47^, using uniquely aligned reads and correcting for the uniquely alignable positions using MULTo^48^. The reads were mapped and aligned to mouse genome (mm10) with the STAR aligner^49^ using 2-pass alignment to have improved performance of de novo splice junction reads, filtered for only uniquely mapping reads. Average number of reads per nuclei was 682000. About 80% of the reads showed unique alignments to the mouse genome with 25% of the mapped reads aligning within exons. Only exons were included in the analysis. Parameters for quality control included uniquely mapping reads (<80%), ERCC detection (< mean −2 standard deviations), ERCC ratio (>0.1) fraction of reads mapping to exons (<10%), detected with RPKM > 1 (>3000 and < mean +2 standard deviations) and a maximum correlation to another nuclei (< 0.3).

### Bioinformatics analysis

The obtained RPKM data was analyzed using the Seurat package 2.3.4 in R^31^ to identify subpopulations followed by MAST (Model-based Analysis of Single Cell Transcriptomics)^50^ to find differentially expressed genes (statistically significantly up- or downregulated) between the individual clusters. The number of statistically significantly upregulated genes detected when comparing one cluster versus the rest with a p adjusted value of <0.01 were 19 (purple cluster0), 25 (green cluster1), 50 (light-green cluster2), 141 (red cluster3), 69 (orange cluster4) and 94 (blue cluster5) for the different clusters (Supplementary Data 2), while the downregulated genes were 87, 15, 30, 149, 16 and 69 for the 6 clusters, respectively (Supplementary Data 2). Differentially expressed genes were visualized using the T-embedded stochastic neighbor embedding (t-SNE), which is a non-linear dimensionality reduction method, and violin plots or dotplots^51^. A minimum of 3 nuclei and minimum of 200 genes was a preliminary criterion for the Seurat object. For the analysis the Seurat package was run twice following the removal of one cluster that did not meet the neuronal criteria. For the two runs variable gene selection was set for the x-low, x-high and y cut-off at 0.8, 10 and 1 for the first run and 0.6, 10 and 1 for the second run, respectively. Clustering was run with the default SNN clustering at resolution of 0.8. The number of Principal components (PCs) used for the analysis was based on a Jackstraw analysis for the first 12 PCs with a cut-off of 0.001. For the first run PCs 1-7 and 12 were used, while for the second Seurat only the first 6 PCs were included.

### Fluorescent in situ hybridization analysis using single or double probes (FISH)

Brains of c57bl/6n anaesthetized mice (P28) were extracted and snap-frozen by rapidly immersing the tissue in ice-cold isopentane (-30°/-35°C). FISH was performed using antisense riboprobes towards the mRNA of the Pitx2, Slc17a6/Vglut2 and Gad1 genes, and of 16 genes selected from the RNASeq analysis (listed in alphabetical order) and supported by results published as single-labelings in the Allen Brain Atlas: Adcyap1, Baiap3, Cacna2d3, Calb2, Col24a1, Fgf11, Glra3, Htr2c, Kcnab3, Nmbr, Nxph1, Nxph4, Pvalb, Stxbp2, Synpr, Tac1 (Supplementary Tables 2 and 3). The FISH protocol described by Dumas and Wallén-Mackenzie (2019)^52^ was implemented. Briefly, 16 µm cryo-sections were prepared, air-dried and fixed in 4% paraformaldehyde, after which they were acetylated in 0.25% acetic anhydride/100 mM triethanolamine (pH = 8) and washed in PBS. Sections were hybridized for 18 h at 65°C in 100 µl of hybridization formamide-buffer containing 1 µg/ml digoxigenin (DIG) and 1 µg/ml fluorescein-labeled probes for detection of mRNA. Sections were washed at 65°C with SSC buffers (5X and 0.2×), followed by blocking with 20% heat-inactivated fetal bovine serum and 1% blocking solution (Roche #11096176001). Sections were next incubated with horse radish peroxidase (HRP)-conjugated anti-DIG fab fragments (Sigma-Aldrich #11207733910) at a dilution of 1:2500 in phosphate buffered saline and 0.1% Tween (PBST). Signal detection was obtained using Cy3-tyramide at a dilution of 1:100. Fluorescein epitopes were then detected with HRP conjugated anti-fluorescein fab fragments (Sigma-Aldrich #11426346910) at a dilution of 1:5000 in PBST and revealed using Cy2-tyramide at a dilution of 1:250. Cy2-tyramide and Cy3-tyramide were synthesized as previously described^53^. DAPI was used for nuclear staining. All slides were scanned at 20x magnification on a NanoZoomer *2.0-HT*. The Ndp2.view software (Hamamatsu) was employed for viewing the images. Anatomical areas and stereotaxic coordinates were assigned according to published mouse brain atlas^54^. Representative images were selected for presentation. S1-S3 section levels correspond to bregma −1.7/−1.82; −1.94/−2.06; −2.3/−2.46, respectively. For each region of interest, a semi-quantitative histological analysis was performed by manual counting in a minimum of 3 sections per area per brain per probe combination. Brain tissue from 2-3 mice was used for each probe combination.

### Reporter detection in tissue

Deeply anaesthetized mice were transcardially perfused with body-temperature phosphate-buffered saline (PBS) followed by ice-cold 4% formaldehyde. Brains were dissected and post-fixed overnight. Brains were cryo-protected with 30% sucrose and cut using a cryostat at 30 µm slice thickness. mCherry was detected by the endogenous fluorescence without any additional use of an antibody. Images were captured using a NanoZoomer *20.2-HT.0* with a 20× objective and processed using the Ndp2.view software (Hamamatsu).

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

Peer Review File

## Data Availability

All relevant data are available from the authors upon request (Å.W.M). RNA-sequencing data have been submitted to the Gene Expression Omnibus (GEO) database repository under the accession code GSE133953. Data are currently stored in resources provided by Uppsala University Multidisciplinary Center for Advanced Computational Science (UPPMAX/SNIC). All in situ hybridization data are available in the figures of the manuscript. Source data underlying plots shown in figures are provided in Supplementary Data 3.

# Supplementary material for: Spatio-molecular domains identified in the mouse subthalamic nucleus and neighboring glutamatergic and GABAergic brain structures
**Source:** Commun Biol. 2020 Jul 3;3:338. doi: 10.1038/s42003-020-1028-8
**Supplement:** Supplementary file 6 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☒	☐ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☒	☐ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☒	☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☒	☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☒	☐ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Single-nuclei RNA-sequencing data was collected using Illumina HiSeq 2000. In situ hybridization images were captured using the NanoZoomer 20.2-HT-0 with a 20x objective and the Ndp2-view software (Hamamatsu)

Data analysis

RefSeq and Ensemble gene annotations were computed as described by Rasmikold et al 2009 and aligned using MULTo and STAR aligner v2.3.0. Sequencing data were analyzed using the Seurat package 2.34 (based on Wilcoxon rank sum test and Bonferroni correction test) and MAST 1.8.2 for differential expression (exact p value and adjusted p values for each cluster; p adjusted value <0.01 criteria for up and down regulated genes). Data were visualized using Violin Plots, Dotplots and t-SNE plots. Brain slides processed for in situ hybridization were digitally captured using Hamamatsu scanner and analyzed using the ndp2 software. Semi-quantitative analysis was made by manual counting in 2-3 animals, several sections per probe combination per animal for each anatomically defined area.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Raw data related to Figures 1-2 and supplementary figures 1-6 have been uploaded to GEO with accession number GSE133953. The data is restricted but reviewer access tokens are available #sngogmzridbab. All in situ hybridization data is presented as figures and tables in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	4 animals (Pitx2-Cre/mCherry-positive) were used for collection of nuclei for the analysis and 2 animals (Pitx2-Cre/mCherry-negative) were used for setting the cell sorter, serving as negative control. Nuclei from each animal were individually extracted and sorted and were never pooled. No statistical methods were used to predetermine sample size.
Data exclusions	Only exons were included in the analysis. Parameters for quality control consisted of uniquely mapping reads (<80%), ERCC detection (<mean -2 standard deviations), ERCC-ratio (>0.1), fraction of reads mapping to exons (<10%), detected with RPKM >1 (>3000 and < mean + 2 standard deviations) and a maximum correlation to another nuclei (< 0.3). Nuclei that failed in two of these QC parameters were excluded from further analysis. For the Seurat object a minimum of 3 nuclei and a minimum of 200 genes was the preliminary criterion. Nuclei expressing a high proportion of genes representing the oligodendrocyte lineage were excluded. Fluorescent in situ hybridization was performed on multiple sections derived from 2-3 mice per probe combination. Semi-quantitative analysis was made by manual counting in 2-3 animals, several sections per probe combination per animal for each anatomically defined area. No data was excluded from the analysis.
Replication	Each experimental 384 well plate comprised of two separate animals with 191 cells from each animal. Plate 1 contained single sorted nuclei from animal 1 and 2 and plate 2 contained nuclei from animals 3 and 4. During nuclear extraction and sorting, the animals were kept as independent samples and were never pooled, giving rise to 4 biological replicates. Both plates and nuclei from all 4 animals were represented in the identified clusters. Each nuclei represents one data set. Fluorescent in situ hybridization: All expression patterns were verified by analysis in multiple sections from 2-3 mice per probe combination.
Randomization	Randomization of samples was not applicable in this study.
Blinding	Blinding of samples was not applicable in this study.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

Methods

n/a	Involved in the study	n/a	Involved in the study
☒	☐ Antibodies	☒	☐ ChIP-seq
☒	☐ Eukaryotic cell lines	☐	☒ Flow cytometry
☒	☐ Palaeontology	☒	☐ MRI-based neuroimaging
☐	☒ Animals and other organisms		
☒	☐ Human research participants		
☒	☐ Clinical data		

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	Transgenic male mice of postnatal day 28 were used for the study generated by crossing Pitx2-Cre (Skidmore et al 2014) and the reporter Gt(ROSA)-26Sor-mCherry-Rp110a (Hupe et al 2014). Wildtype mice (c57bl/6n, Taconic, Dk) at same postnatal stage were used for in situ hybridization analysis.
Wild animals	No wild animals were used.
Field-collected samples	No samples collected from the field.
Ethics oversight	All experimental procedures followed the guidelines and recommendations of the European and Swedish animal protection and legislation and. were approved by the local animal ethical committee (Region Uppsala).

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	Detailed description of sample preparation is found in Material and Methods under "Nuclear extraction and FACS sorting of mCherry-tagged nuclei".
Instrument	Nuclei were sorted using BD Influx System.
Software	FACs samples were analyzed using the BD FACS Software.
Cell population abundance	The abundance and fraction of mCherry-positive population can be found in Supplementary figure 1.
Gating strategy	Forward and side-scatter gating was applied using a 633nm laser with a 610/20 [561] filter. See supplementary figure 1.
- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

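Single-nuclei RNA was measured in 764 nuclei sorted on mCherry fluorescence from the dissected STN of 4 male mCherryTRAP Pitx2-Cre mice at P28, 191 nuclei per mouse on plates A and B, with 4 wells left empty. According to the paper, cDNA was made with Smart-seq2 with ERCC spike-in RNAs in each well, sequenced on a HiSeq instrument, aligned to mm10 with STAR (version 2.3.0 in the Reporting Summary) and filtered for uniquely mapped reads, and reads in exons of merged RefSeq and Ensembl gene models were turned into RPKM over uniquely alignable positions. For each plate the authors deposited a count table of uniquely aligned reads per gene and per ERCC transcript and the RPKM values, over 24490 gene rows. The counts as deposited are whole numbers of reads in exons and carry no normalization. Of these rows 492 repeat a gene name, 185 join overlapping genes and 2 name no mouse gene, and the last hold 0.000252% of the reads and were left out. The plate and well of each nucleus are those of its column, and the mouse follows from the sorting scheme in Fig. 1b. Coordinates of genes are those of GENCODE vM21 on GRCm38, which is mm10.

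Quality control used the criteria of the Reporting Summary that these values allow: fewer ERCC transcripts than the mean minus 2 SD over nuclei, an ERCC ratio above 0.1, genes with RPKM above 1 not above 3000 or above the mean plus 2 SD, and a highest Pearson correlation of log2(RPKM+1) with another nucleus below 0.3. A nucleus failing at least 2 of them was left out. Clusters were rebuilt with Seurat (version 5.3.0, R version 4.3.3; the Reporting Summary gives version 2.34) from ln(RPKM+1) with genes found in at least 3 nuclei, variable genes chosen by mean (0.8 to 10 in the first run and 0.6 to 10 in the second) and a dispersion of at least 1, principal components 1 to 7 and 12 and then 1 to 6, 30 nearest neighbours and a resolution of 0.8. The cluster of the first run in which most of the oligodendrocyte markers were highest was left out. This rule, the match of published to rebuilt clusters by the highest marker score, and a second resolution of 1.0 were chosen after the data were seen. Doublets were not called. The cells of the clusters are neurons by *Slc17a6*, and sets of markers of oligodendrocytes, their precursors, astrocytes, microglia and endothelial cells were scored in each cluster without naming one.

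For tests, reads were summed over the nuclei of a cluster per mouse and over all other neuronal nuclei of that mouse, or over the nuclei of a second cluster. The sums were compared with edgeR (version 4.0.16, TMM normalization, filterByExpr, quasi-likelihood test) with the mouse as a block, since both sums of a pair come from 1 animal, and a gene was called at a Benjamini-Hochberg adjusted p below 0.01, the threshold of the paper. The paper used MAST with nuclei as replicates, which is not repeated here. Gene lists fixed before the data were examined were tested with camera (limma version 3.58.1, preset correlation 0.01), with an estimated correlation beside it, over 26 lists in 10 comparisons and adjusted over the 260 tests. The lists with results given are fast firing genes, nuclear genes of oxidative phosphorylation, axon guidance and cell adhesion genes, neuropeptides, GABA-A and glycine receptors, voltage-gated calcium channels, endoplasmic reticulum proteins, secretory granule and peptide processing genes, nuclear-retained RNAs, cytosolic ribosomal proteins, subthalamic and posterior hypothalamic development factors, and mammillary and tuberal hypothalamic transcription factors. Several lists hold genes that the paper names from these nuclei. Most genes named in the text are those the paper names for the sequencing, the markers of its clusters, and for each cluster the 5 largest increases and the 5 largest decreases among called genes with 1 direction in all mice and a mean of at least 32 CPM. This rule was set before the data were examined, although values of the paper's supplementary tables for some of these genes had been seen. *Ppargc1a*, *Cplx1*, *Kcnc1*, *Kcnc2*, *Cyc1*, *Atp5b*, *Robo2*, *Gabra5*, *Malat1* and *Meg3* are named outside this rule, as members of gene lists, and were picked after values had been seen.

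Shares of nuclei with a gene count an RPKM above 0 and are means over the 4 mice. Relations between 38 pairs of genes are Spearman correlations across the neuronal nuclei of 1 mouse, with exact sign flips over the 4 mice. Python version 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9) was used for these and for the figures. The kept nuclei held a median of 202836 reads in genes, and a cluster's sums hold the reads of 2 to 98 nuclei per mouse. The test was tried on simulated data, in which 200 genes of each comparison were changed: edgeR recovered 0% to 22% of genes changed by a log2 fold change of 1 and 0% to 61% of those changed by 2, with the blue cluster at 0%. Alternatives were DESeq2 (version 1.42.0), RLE size factors, no filter on low counts, no block, limma on the mean of log2(RPKM+1) or log2(RPKM+0.1) per mouse, leaving out each mouse, a rebuild from nuclei that fail no criterion (all 46 kept nuclei failing 1 were in the cluster left out, so it removes no tested nucleus and differs in leaving out no cluster and in its clusters), values scaled to 10000 per nucleus before clustering, 20 nearest neighbours, resolutions of 0.6 and 1.0, clustering without the named genes and markers, genes parted at random into 2 groups of which each is tested between clusters built from the other, so that the tested gene is excluded from them, RPKM above 1, reads thinned to 50000 per nucleus, and correlations given the number of genes detected. In alternatives that rebuild the clusters, a cluster took the name that most of its nuclei bear in the clusters above. The means tested by limma are plain means over nuclei, which can depend on the genes detected per nucleus.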

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

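The tests of plate depth for eGFP and of cytoplasmic mRNAs as a class, below, were chosen after their results were seen. Of 136 groups of 4 mice looked at, 9 had 1 mouse far from the other 3, where chance alone gives about 6.8, so single entries among them carry little weight. Mouse A1 had 64.05% of its nuclei in the purple cluster (A2 23.49%, B1 21.15%, B2 15.38%) and 9.8% in the green cluster (A2 36.24%, B1 37.18%, B2 35.9%). Mouse A2 had 98.43% of its nuclei kept by quality control (the others 83.77% to 84.82%). *Slc17a6* was detected in 98.08% of the nuclei of B1 (the others 98.66% to 98.72%), *Epha3* in 12.08% of those of A2 (20.26% to 21.79%), *Htr2c* in 95.83% of the red nuclei of B2 (100% in the others) and *Stxbp2* in 10.71% of the green nuclei of B2 (18.52% to 20%). The Spearman correlation of *Kcnab3* with *Stard5* was 0.365 in B2 (0.231 to 0.248 in the others), and that of *Baiap3* with *Gpx3* was 0.53 in B1 (0.378 to 0.387). Reads of an eGFP row, which the paper does not report on, were found in kept nuclei of plate A (68 reads in A1, 200 in A2) and not in plate B or in the empty wells.

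The share of mouse A1 in the purple cluster was weighed against 2 technical explanations. Lower read depth of A1 as the whole cause is argued against: with each nucleus thinned to 50000 reads and the clusters rebuilt, A1 had 41.61% of its nuclei in the purple cluster, 25.89 points above the next mouse (B1, 15.72%). The gap was narrower than between the 64.05% and 23.49% above, so depth as a part of the cause stays open. This rebuild left out 0 nuclei after its first run, had no orange cluster, and 58.73% of purple nuclei kept their name. A shift of all nuclei of A1 towards the purple profile stays open: for the genes that part purple from green in the other 3 mice, the red nuclei of A1 scored 0.38 and its orange nuclei 0.23 above the highest other mouse (on the log2 scale, the smaller value was set as the test), while its green (-0.027), blue (0.089) and purple (-0.815) nuclei did not lie clearly above. A dissection that reached other neurons in A1 was not tested. The design names no condition that differs between the mice, so no biological explanation was tested.

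For the eGFP reads, carry-over between libraries of plate A stays open. Wells left out by quality control had 5.02 times as many per well as kept nuclei, but 1 well held 61 of their 123 reads and 4 wells of A1 held 116, and the share of wells with any eGFP read was alike (18.75% of left-out wells, 16.57% of kept nuclei), so most wells of the plate had none. Lower depth of plate B is argued against by the 335 eGFP reads expected there at the rate of plate A, with 0 seen. The mouse line carries mCherry, and no biological explanation was tested.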

How the results depend on the processing

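Each result was recomputed under alternatives set before the data were examined and under 1 added later (resolution 1.0). Where a value changed, the cause was not tested, except that leaving out a mouse leaves fewer sums. Of 835 recomputed log2 fold changes of 50 called genes named in the text, 638 kept their direction and stayed past the threshold, 195 kept the direction but were no longer past it and 2 reversed. Of 847 for 54 named genes not called, 725 were the same, 103 passed the threshold in the same direction and 19 reversed. All 15 gene pairs kept their sign given the number of genes detected and without each mouse, with no mean moving by more than its SD over mice, although that of *Col24a1* and *Pvalb* went from 0.065 to 0.038 without A1 and that of *Nxph1* and *Nxph4* from 0.079 to 0.043 without B1 and 0.122 without A2. Shares of nuclei moved by more than the SD over mice in 26 of 115 cases with reads thinned to 50000 and in 3 of 115 with RPKM above 1. Rebuilt clusters took the name that most of their nuclei had, and each such setting moved the clusters as a whole. The rebuild from nuclei failing no criterion removed no tested nucleus (all 46 that failed 1 were in the cluster left out), left out 0 nuclei after its first run and so held 624, values scaled to 10000 per nucleus left out 200 nuclei, held 470 and gave 424 variable genes in the second run, clustering without the named genes and markers put 52.4% of nuclei per mouse in the green cluster, and 20 nearest neighbours left out 0 nuclei, held 670 and put 23.1% in the red cluster. With 20 nearest neighbours the red cluster scored 0.732 and the purple one -0.063 for the cluster0 markers, so values of purple there are not those of cluster0-like nuclei. The counts of called genes (edgeR, adjusted p below 0.01) were 0 in purple, 2 in green, 157 in red, 0 in orange and 6 in blue against all other nuclei, 0 in purple v green, 16 in purple v red, 111 in green v red, 0 in green v orange, 52 in red v orange and 0 in cluster1-like v cluster2-like. At an unadjusted p under 0.05, 383 and 868 genes were higher and lower in purple, 496 and 798 in orange, 464 and 835 in purple v green, 502 and 370 in green v orange and 258 and 279 in cluster1-like v cluster2-like. Without any difference about 0.05 of the tested genes would reach this limit. The counts of cluster1-like v cluster2-like lie together below that share. Counts that moved by over 1.5 times follow by setting.

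DESeq2: purple 183, green 301, red 853, orange 238, blue 456, purple v green 359, purple v red 413, green v red 672, green v orange 91, red v orange 653, cluster1-like v cluster2-like 52. No filter on low counts: purple 23, green 37, red 378, orange 1, blue 11, purple v green 148, purple v red 263, green v red 435, red v orange 383, cluster1-like v cluster2-like 3. Limma on the mean of log2(RPKM+1): purple 164, green 260, red 529, orange 58, blue 14, purple v green 355, purple v red 284, green v red 497, green v orange 7, red v orange 494. Limma on the mean of log2(RPKM+0.1): purple 174, green 287, red 548, orange 78, blue 13, purple v green 394, purple v red 301, green v red 539, green v orange 9, red v orange 464. Both limma settings take plain means over nuclei, which can depend on the genes detected per nucleus. Rebuilt from nuclei failing no criterion: purple 1, red 81, blue 0, purple v green 7, purple v red 1, green v red 64. Values scaled to 10000 per nucleus: purple 4, green 13, red 81, purple v green 6. Clustering without the named genes and markers: purple 1, green 80, blue 0, purple v green 4, purple v red 8, green v red 192. 20 nearest neighbours: green 19, purple v red 3. Resolution 1.0: green 4, purple v green 6. Clusters built from genes that exclude the tested gene: green 0, orange 1, blue 2. No replicate block, so that the pairing of sums by mouse is ignored: orange 1, blue 20, purple v red 29, red v orange 105, cluster1-like v cluster2-like 1. RLE size factors: blue 13. Resolution 0.6: red v orange 96. Leaving out each mouse in turn: green 0 to 4, red 48 to 93, purple v red 0 to 10, green v red 2 to 48, red v orange 0 to 16.

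Log2 fold changes that reversed, none of them past the threshold: with 20 nearest neighbours in the cluster named purple, which is not the cluster0-like one there, against all others *Chrna4* -0.71, *Stac2* -0.93, *Fam19a1* -0.29, *Bcan* -0.49, *Cntn4* -0.58, *Kcna1* -0.72, *Kcnab3* -1.54 and *Fgf11* -0.40, in purple v green *Baiap3* 0.10, and in purple v red *Cntn4* -0.15; between clusters built from genes that exclude the tested gene in purple *Chrna4* -0.07, *Sdsl* -0.15, *Bcan* -0.07, *Kcnab3* -0.55 and *Fgf11* -0.01; with values scaled to 10000 *Bcan* -0.07 in purple and *Ebf3* -0.79 in green; rebuilt from nuclei failing no criterion *Grik1* -0.14 in green and *Stxbp2* -0.55 in orange; by limma *Tac1* in red 0.03 (pseudocount 1) and 0.29 (pseudocount 0.1).

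Some settings gave no value: 20 nearest neighbours and clustering without the named genes gave no orange cluster, scaling to 10000 gave no orange or blue cluster, and cluster1-like v cluster2-like was not recomputed under other clusterings. Gene lists were recomputed only between purple and green nuclei, with thinned reads. With 4 mice, and with 2 nuclei of A1 in the blue cluster, edgeR recovered at most 22 of 100 simulated genes changed by a log2 fold change of 1 in a comparison (0 in the blue cluster), so genes not called are not shown to be equal between clusters.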

Differences from the paper's values

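The paper's test (MAST) took nuclei as replicates and the counts below took mice, with the paper's threshold of an adjusted p below 0.01 in both. The rebuilt clusters are not the published ones, and the rebuilt green cluster is wider than each published green cluster. By quality control the paper left out 138 nuclei and kept 630, and here 94 were left out and 670 kept. Leaving out nuclei that fail any 1 criterion gave 140 and 624, which lie nearer to the paper's numbers. The paper's numbers sum to more than the 764 sorted nuclei, by as many wells as were left empty. The numbers here leave the empty wells out. The paper left out 11 nuclei in a cluster with oligodendrocyte markers, and here 56 were left out, with 0 to 200 over the clustering alternatives, none of which came within 1.5 times of 11. The paper gives an average of 682000 reads per nucleus, and the reads in genes had a mean of 229606.4 (220098.8 without nuclei failing any 1 criterion), which is another measure, since reads outside exons are not in the tables.

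For purple nuclei against all others the paper lists 19 higher and 87 lower genes and edgeR called 0 and 0 (383 and 868 at an unadjusted p under 0.05), with DESeq2 at 32 and 151 and limma at 2 and 162, and no alternative came within 1.5 times. For red nuclei the paper lists 141 and 149 and edgeR called 68 and 89, with 117 higher genes without a filter on low counts as the 1 alternative within 1.5 times. For orange nuclei the paper lists 69 and 16 and edgeR called 0 and 0 (496 and 798 at an unadjusted p under 0.05), with DESeq2 at 124 and 114, and within 1.5 times were 53 higher genes by limma on the mean of log2(RPKM+0.1) and 20 lower genes on that of log2(RPKM+1). For blue nuclei the paper's text gives 94 and 69 and edgeR called 6 and 0 (195 and 1354 at an unadjusted p under 0.05, 13 and 1 by limma), with 75 higher genes by DESeq2 within 1.5 times and 381 lower genes by it not. Between purple and red nuclei the paper lists 56 and 88 and edgeR called 8 and 8, and within 1.5 times were 84 higher genes by limma on log2(RPKM+0.1) and 117 lower genes without the filter. Between red and orange nuclei the paper lists 99 and 147 and edgeR called 24 and 28, with 147 higher genes without the filter within 1.5 times and no alternative for the lower genes. Between the 2 green clusters the paper lists 1 higher and 3 lower genes and edgeR called 0 (limma 0 and 0, DESeq2 17 and 35), with 1 higher gene without the pairing by block as the 1 alternative within 1.5 times. At an unadjusted p under 0.05 edgeR had 258 and 279 there, together below the share of 0.05 that no difference would give. All other alternatives set before the data were examined stayed outside 1.5 times for these counts. Of the paper's listed genes, the same sign was found for 19 of 19 and 87 of 87 in purple (higher and lower, 14 and 78 of them at an unadjusted p under 0.05), 141 of 141 and 148 of 148 tested in red (64 and 65 called), 67 of 68 and 16 of 16 tested in orange (62 and 16 at an unadjusted p under 0.05) and 93 of 93 tested higher genes in blue (6 called). The lower genes of blue are left out of this tally, since the copy of the paper's list at hand holds 40 where its text gives 69. In this tally the paper's lists and the values here rest on the same nuclei.

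The paper gives the yellow cluster more detected genes than the others, and the left-out cluster here had a median of 2547.5 against 5483.5 in the neuronal nuclei. The paper associates 9 genes with the purple cluster, of which 3 had their highest mean there and 9 had a positive, uncalled log2 fold change, and DESeq2 called *Kcna1* of them. The paper counts *Cdh23* among the genes raised in the green cluster1. In the rebuilt green cluster its log2 fold change was -0.36 and no alternative called it, and in cluster1-like nuclei, chosen after the values were seen, it was 1.89 against cluster2-like nuclei, called by DESeq2. The paper lists 16 higher and 50 lower genes in the purple cluster0 against the green cluster1, and 28 and 117 against the light-green cluster2. Between the rebuilt purple and green clusters edgeR called 0. The paper's text names 5 genes between cluster0 and cluster1, which had its directions here (1.98 for *Kcnab3*, 2.62 for *Fgf11*, -1.70 for *Tac1*, -0.22 for *Baiap3*, -1.89 for *Synpr*) without passing the threshold. Other settings called 4 of the 5: DESeq2 *Kcnab3*, limma *Kcnab3*, *Tac1*, *Baiap3* and *Synpr*, and edgeR without the filter *Tac1* and *Synpr* (*Tac1* also rebuilt from nuclei failing no criterion, with values scaled to 10000 and in clusters built without the named genes). With values scaled to 10000 the purple name does not follow the cluster0 markers, so that call is not one of cluster0-like nuclei. The paper gives *Cntn4* like levels in purple and red nuclei, and here it was in 47.1% and 19.7% of them (log2 fold change 2.05, called by DESeq2, by limma and without the filter). The paper finds no other STN gene than *Foxp1* in blue nuclei, and 2 to 4 of 40 blue nuclei had reads of *Lmx1a*, *Foxa1*, *Foxp2*, *Barhl1* or *Epha3*, but *Lmx1a* and *Foxp2* also had reads in 1 of the 4 empty wells each, so these 2 are not set apart from background. The paper names *Cdh23*, *Nxph1*, *Nr4a2* and *Pcdh9* between the green clusters, of which *Cdh23*, *Nxph1* and *Pcdh9* had its direction and were called by DESeq2 alone, and *Nr4a2* was in 1 of 82 and 31 of 104 nuclei (log2 fold change -9.41, edgeR adjusted p 0.0761). Genes the paper gives to the orange cluster were called there by other settings: *Irx3*, *Cacna2d3*, *Hap1*, *Baiap3* and *Nxph1* by DESeq2 and limma, *Dnah1* by DESeq2 and by limma on log2(RPKM+0.1), *Glra3* by limma, and *Crnde* and *Stxbp2* by none. In blue nuclei DESeq2 called *Foxb1*, *Nkx2-1* and *Lhx1*, and no setting called *Nxph4* or *Adcyap1*. In red nuclei *Pitx2*, *Kcnab3* and *Fgf11* were called by DESeq2, by limma and without the filter, *Kcnab3* and *Fgf11* also with 20 nearest neighbours, where the red cluster had the highest cluster0 score, and *Fgf11* between clusters built from genes that exclude it. Between green and orange nuclei *Nxph1* and *Stxbp2* were called by DESeq2 and limma. In green nuclei *Ebf2* and *Ebf3* were called by DESeq2 and limma, *Penk* by these, without the filter and in clusters built without the named genes, *Tac1* with values scaled to 10000, with 20 nearest neighbours and in clusters built without the named genes, and *Grik1* by limma on log2(RPKM+0.1).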

Other observations

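Between the purple and green clusters most members of 4 gene lists differed in 1 direction, which the paper does not discuss. In the camera test with an estimated correlation none of these lists passed the threshold. From green to purple nuclei, most transcripts of endoplasmic reticulum proteins were lower (24 of 25, median log2 fold change -0.74), as were those of secretory granules and peptide processing (16 of 17, median -0.88), while most nuclear-retained RNAs such as *Malat1* and *Meg3* were higher (16 of 18, median 0.33, camera adjusted p 4.49e-06, adjusted p = 0.286 with an estimated correlation) and so were fast firing genes (20 of 25, median 0.39, camera adjusted p 8.85e-05, adjusted p = 0.349 with an estimated correlation). Over all genes edgeR called 0 members of these 4 lists (20, 15, 12 and 8 in these directions at an unadjusted p under 0.05), DESeq2 called 7, 11, 3 and 2 and limma 17, 9, 1 and 1. In green nuclei against all others the signs were the mirror of this, with 24 of 25 endoplasmic reticulum genes higher (median 0.47) and 17 of 18 nuclear-retained RNAs lower (median -0.17), and edgeR called 0 of them (17 and 8 at an unadjusted p under 0.05, 8 and 2 by DESeq2, 12 and 1 by limma). That comparison holds the same green and purple nuclei, so the mirrored signs are not separate evidence.

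This pattern was weighed against 3 technical explanations. More reads or genes per green nucleus stays open. The median of the endoplasmic reticulum list was -0.78 with nuclei thinned to 50000 reads. Thinning hardly changes the expected make-up of a sum, so this value could not decide, and genes detected per nucleus were not matched. Carry-over of all cytoplasmic mRNAs alike was weighed by nuclear genes of oxidative phosphorylation, a test chosen after its result was seen. Their median was -0.034 (SD of the members 0.369). This argues against such carry-over only if these genes do not themselves differ between the 2 clusters, which was not tested. Cytoplasm carried over with the nuclei of 1 cluster stays open. Cytosolic ribosomal protein mRNAs had a median of -0.269, in the direction of the endoplasmic reticulum list, and nuclear-retained RNAs one of 0.328, in the opposite direction. Both directions are those set for this cause. The rule also asked for a camera p under 0.05 for both lists, which the ribosomal list did not reach. Rough endoplasmic reticulum that stays attached to the nuclear envelope was not tested, and the design names no condition that would give a biological explanation.

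Whether chance splits of the sums call as many genes was tested after the counts were seen, over the 32 splits of the 8 sums of a comparison into 4 and 4 that could be fitted with the mouse as a block. Only the real split (1 of 32) reached its own count for the green, red and blue clusters against all other nuclei (2, 157 and 6 genes) and for purple against red, green against red and red against orange (16, 111 and 52 genes), and the highest of the other splits was 0 genes. Clusters built from the tested genes part these sums better than other splits by construction, so the splits were repeated with each gene tested between clusters built from genes that exclude it. There too only the real split reached its count for red, blue, purple against red, green against red and red against orange (120, 2, 13, 101 and 49 genes, highest other split 0). This does not exclude chance in the grouping for these 5 counts. Most of the other splits put both sums of some mice on 1 side, so they compare fewer mice than the real split. The share of 1 of 32 is the smallest they can give, the difference between the clusters adds to the spread within the other splits, and noise that genes share within a nucleus was not tested. For blue the count rests on 2 genes, and edgeR called 0 in clusters rebuilt from nuclei failing no criterion (89 up and 1223 down at an unadjusted p under 0.05) or without the named genes and markers (94 up and 1235 down), so little rests on it. In green edgeR called 0 genes in clusters built from genes that exclude the tested gene (713 up and 675 down at an unadjusted p under 0.05). For its 2 calls chance is not excluded either. Where edgeR called 0 genes (purple and orange against all other nuclei, purple against green, green against orange, cluster1-like against cluster2-like), each of the 32 splits reaches that count whatever the data, so the splits say nothing about these.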
